# Yippee like 4 (*Ypel4*) is essential for normal mouse red blood cell membrane integrity

**DOI:** 10.1038/s41598-021-95291-1

**Published:** 2021-08-05

**Authors:** Alexander Mattebo, Taha Sen, Maria Jassinskaja, Kristýna Pimková, Isabel Prieto González-Albo, Abdul Ghani Alattar, Ramprasad Ramakrishnan, Stefan Lang, Marcus Järås, Jenny Hansson, Shamit Soneji, Sofie Singbrant, Emile van den Akker, Johan Flygare

**Keywords:** Erythropoiesis, Haematopoietic stem cells

## Abstract

The YPEL family genes are highly conserved across a diverse range of eukaryotic organisms and thus potentially involved in essential cellular processes. *Ypel4*, one of five YPEL family gene orthologs in mouse and human, is highly and specifically expressed in late terminal erythroid differentiation (TED). In this study, we investigated the role of *Ypel4* in murine erythropoiesis, providing for the first time an in-depth description of a *Ypel4*-null phenotype in vivo. We demonstrated that the *Ypel4*-null mice displayed a secondary polycythemia with macro- and reticulocytosis. While lack of *Ypel4* did not affect steady-state TED in the bone marrow or spleen, the anemia-recovering capacity of *Ypel4*-null cells was diminished. Furthermore, *Ypel4*-null red blood cells (RBC) were cleared from the circulation at an increased rate, demonstrating an intrinsic defect of RBCs. Scanning electron micrographs revealed an ovalocytic morphology of *Ypel4*-null RBCs and functional testing confirmed reduced deformability. Even though Band 3 protein levels were shown to be reduced in *Ypel4*-null RBC membranes, we could not find support for a physical interaction between YPEL4 and the Band 3 protein. In conclusion, our findings provide crucial insights into the role of *Ypel4* in preserving normal red cell membrane integrity.

## Introduction

The YPEL (Yippee like) family genes were discovered in 2001 when orthologs to the *Drosophila Yippee* gene were identified in a diverse range of eukaryotic organisms^1,2^. Interaction experiments, cloning and sequence analysis of *Yippee* revealed a putative zinc binding RING finger protein with self-interacting properties^1^. The earliest designated human gene ortholog *YPEL1*, “Yippee like 1”, was in comparative analysis found to have four paralogs in the human genome, subsequently named *YPEL2-5*. Mouse gene orthologs (*Ypel1* through *Ypel5*) were also identified with 99.2–100% similarity. Further analysis identified 100 YPEL family genes from 68 species, including mammal, bird, fish, insect and fungus. High homology was detected in all species and a consensus sequence was designated as the Yippee domain^3^. Several studies have implicated localization of the YPEL family proteins to nuclear and perinuclear structures such as the centrosome and mitotic spindle, but also to microtubules^3–5^. Functionally, a common molecular function has not been demonstrated, but studies using reverse genetics approaches have shown effects on proliferation, apoptosis, senescence, cell adhesion and migration^2,5–9^. Most published studies to date have been performed in vitro with cell lines, thereby potentially missing relevant physiological features crucial to the understanding of a common molecular function.

The *Ypel4/YPEL4* gene has been reported to be highly upregulated during terminal erythroid differentiation (TED) in both murine and human erythropoiesis^10–12^, reaching exceptionally high expression levels when compared to other tissues^13^. Erythropoiesis is a tightly regulated process in which red blood cells (RBC) are produced from hematopoietic stem cells (HSC), through a multistep cellular differentiation program involving several intermediate progenitor cells^14,15^. Briefly, rapidly dividing erythroid-restricted progenitors^16–18^ mature, become erythropoietin (EPO)-dependent and upregulate the transferrin receptor CD71. This maturation step initiates TED by synchronization of cell cycle to differentiation, in which each division generates two daughter cells with distinct morphologies, transcriptomes and proteomes^11,12,19,20^. The locking of cell cycle to terminal differentiation allows for timely expression of erythroid genes in a chronological manner and explains the stepwise acquisition of RBC characteristics such as reduction of cell size, hemoglobinization, synthesis and assembly of red cell membrane components as well as end stage enucleation^21^.

Two decades into YPEL family gene-related research, more studies are still needed to highlight the roles of these genes in different biological processes. *Ypel4* has been shown to be a promising gene to study in murine erythropoiesis. Due to this fact and the complex nature of RBC physiology, we hypothesized that *Ypel4* loss-of-function in vivo would generate a phenotype that could elucidate the role of *Ypel4* in RBC-related cellular processes. To evaluate this assumption, we utilized the advantages of reverse genetics techniques and acquired a conventional knockout mouse model^22^. We showed that *Ypel4-*null mice displayed a secondary polycythemia due to an increased clearance of circulating RBCs. Furthermore, *Ypel4*-null RBCs had an ovalocytic morphology and reduced deformability. Band 3 protein levels were slightly reduced in RBC membranes, providing support for a mild red cell membrane disorder in the *Ypel4*-null mice. In conclusion, we for the first time identify *Ypel4* as a regulator of RBC morphology and red cell membrane protein composition.

## Results

### Disruption of the *Ypel4* gene results in a macrocytic secondary polycythemia

To study how *Ypel4* affects erythropoiesis, we obtained a conventional knockout mouse model in which a targeted trap allele disrupts transcription of the protein-coding exons (Fig. 1A). The genotype was verified by PCR using primer combinations for allele-specific amplification (Supplementary Figure S1A). The *Ypel4*-null allele (–) was validated by RNA sequencing (Supplementary Figure S1B).

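The transcripts of *Ypel4* (ENSMUSG00000034059) were read from the counts of the Ortho-E libraries, the population shown in Supplementary Figure S1B. The gene lies on chromosome 2 of GRCm38 from 84734058 to 84738655 on the + strand, and its protein-coding transcript has 5 exons, of which exon 1, from 84734058 to 84734293, is untranslated. Over the 4 *Ypel4*+/+ Ortho-E libraries 58129 read pairs were counted on *Ypel4*, and over the 4 *Ypel4*−/− Ortho-E libraries 2763. In CPM (counts scaled to the library totals after edgeR's TMM normalization), *Ypel4* was at 3198 ± 282 (SD, n = 4) in *Ypel4*+/+ and at 134 ± 9.47 (SD, n = 4) in *Ypel4*−/− Ortho-E cells, which is 4.18% of the wild-type mean. The log2 fold change was −4.58 (standard error 0.11, adjusted p = 5.69e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each *Ypel4*−/− library lay below each *Ypel4*+/+ library (exact permutation test, two-sided p = 0.029, the smallest that 4 libraries against 4 allow). With each library left out in turn, the log2 fold change stayed between −4.62 and −4.52. The counts are summed over the exons of a gene, so they do not show from which exons the remaining reads came.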

**Figure 1:**
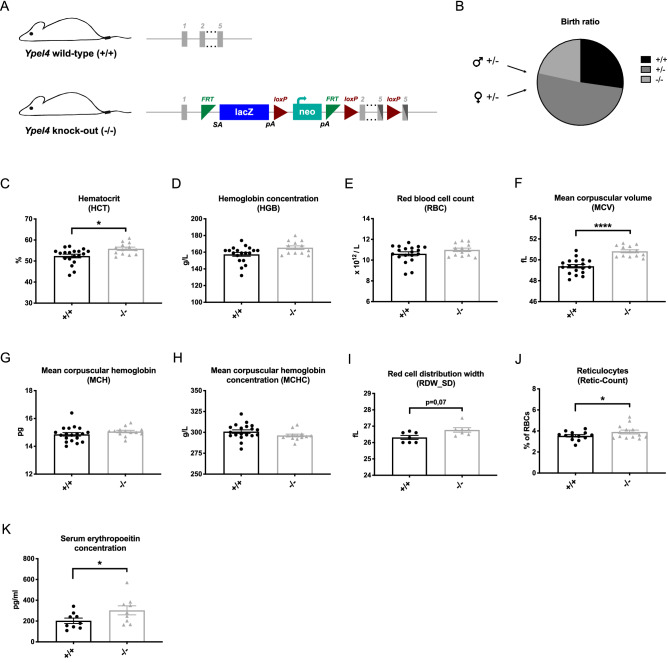
Disruption of the *Ypel4* gene results in a macrocytic secondary polycythemia. (**A**) Schematic of the *Ypel4* wild-type (+) and knockout (−) allele in the mouse model (image adapted from https://www.mousephenotype.org^49^). (**B**) Breeding statistics of breeding pairs carrying one wild-type and one knock-out allele (+/−) each (n = 19–45). (**C**) Peripheral blood analysis of hematocrit (HCT) (n = 13–19); (**D**) Hemoglobin concentration (HGB) (n = 13–19); (**E**) Red blood cell count (RBC) (n = 13–19); (**F**) Mean corpuscular volume (MCV) (n = 13–19); (**G**) Mean corpuscular hemoglobin (MCH) (n = 13–19); (**H**) Mean corpuscular hemoglobin concentration (MCHC) (n = 13–19) and (**I**) Red cell distribution width (RDW_SD) (n = 7) by utilization of a hematology analyzer. (**J**) Percentage of reticulocytes in total red blood cells as quantified by flow cytometry (n = 13). (**K**) Erythropoietin concentration in serum as detected by enzyme-linked immunosorbent assay (ELISA) (n = 9). Data displayed as average ± SEM, *P ≤ 0.05, ****P ≤ 0.0001.

*Ypel4*-null (−/−) mice were born viable in Mendelian ratio, demonstrating that *Ypel4* is not essential for embryonic development **(**Fig. 1B, p = 0.74).

Peripheral blood (PB) from wild-type (+/+) and *Ypel4*-null mice was analyzed and blood values quantified in a hematology analyzer. *Ypel4*-null mice displayed a significant increase in hematocrit (HCT) (Fig. 1C) but not in hemoglobin concentration (HGB) or red blood cell count (RBC) (Fig. 1D,E). This was accompanied with a significant increase in mean corpuscular volume (MCV) (Fig. 1F), while mean corpuscular hemoglobin (MHC) (Fig. 1G) and mean corpuscular hemoglobin concentration (MCHC) (Fig. 1H) remained unaltered. Neither white blood cell count (WBC) (Supplementary Figure S1C) nor platelet count (Supplementary Figure S1D) was significantly changed.

To evaluate the characteristics of the observed macrocytosis, the RBC distribution width (RDW-SD) and reticulocyte count were measured using a hematology analyzer and flow cytometer, respectively. A trend towards relative anisocytosis, i.e. unequally sized RBCs, was observed in *Ypel4*-null mice (Fig. 1I), together with a slight but significant reticulocytosis (Fig. 1J).

To determine if the detected polycythemia, i.e. increase in HCT, and reticulocytosis had a primary or secondary cause, serum EPO concentration was measured using ELISA. Serum EPO concentration was significantly increased in *Ypel4*-null mice (Fig. 1K).

Taken together, our data demonstrates that the *Ypel4*-null mice disrupts transcription of the *Ypel4* gene, and that this disruption leads to a macrocytic secondary polycythemia.

### *Ypel4* is upregulated during terminal erythropoiesis but deficiency does not affect normal erythroid precursor functionality in bone marrow

To determine the cause of the peripheral blood phenotype, steady-state erythropoiesis in the bone marrow was examined using fluorescent activated cell sorting (FACS) and antibodies against the erythroid-specific marker Ter119. Inclusion of anti-CD44 antibodies allows for further subfractionation of the Ter119+ cells into proerythroblasts (Pro-E), basophilic erythroblasts (Baso-E), polychromatic erythroblasts (Poly-E), orthochromatic erythroblasts (Ortho-E), reticulocytes (Retics) and RBCs^23^. Within those populations, cell size, enucleation efficiency and cell cycle differences were analyzed (Fig. 2A).

**Figure 2:**
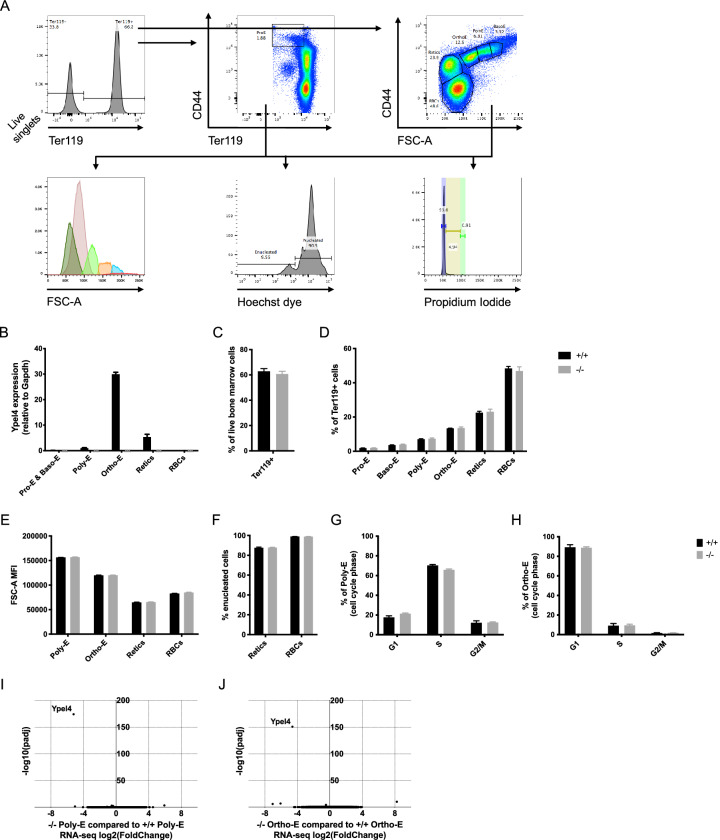
*Ypel4* is upregulated during terminal erythropoiesis but deficiency does not affect normal erythroid precursor functionality in bone marrow. (**A**) FACS gating strategy for bone marrow (BM) terminal erythroid cell populations in wild-type (+/+) and *Ypel4*-null (−/−) mice together with their forward scatter area (FSC-A) mean fluorescence intensity (MFI), Hoechst 33342 dye positivity and Propidium Iodide (PI) positivity after fixation. (**B**) *Ypel4* quantitative Polymerase Chain Reaction (qPCR) expression relative to *Gapdh* in sorted subpopulations (n = 3). (**C**) Total live erythroid cell (n = 4) and (**D**) subpopulation frequencies in BM (n = 4). (**E**) FSC-A MFI measurements as approximations of cell size in *Ypel4*-expressing subpopulations (n = 4). (**F**) Total enucleation efficiency as measured by lack of DNA staining using the cell-permeant Hoechst 33342 dye (n = 4). Cell cycle analysis by measurement of total DNA content (PI positivity) in the *Ypel4*-expressing (**G**) Poly-E (n = 3) and (**H**) Ortho-E (n = 3) populations after fixation. RNA-sequencing was conducted on sorted (**I**) Poly-E (n = 4) or (**J**) Ortho-E (n = 4) populations and differential gene expression presented using log2(fold change) and − log10(padj). Data displayed as average ± SEM. *Pro-E* proerythroblast, *Baso-E* basophilic erythroblast, *Poly-E* polychromatic erythroblast, *Ortho-E* orthochromatic erythroblast, *Retics* reticulocyte, *RBCs* red blood cells, *padj* adjusted p value.

Transcriptional analysis of the different Ter119+ subpopulations using FACS and qPCR revealed that *Ypel4* expression increased markedly by differentiation to peak in the Ortho-E population before enucleation. *Ypel4* mRNA was not detected in *Ypel4*-null populations (Fig. 2B).

In spite of being highly expressed during terminal erythropoiesis, total Ter119+ erythroid fraction in *Ypel4-*null bone marrow was not significantly different when quantified by flow cytometry (Fig. 2C). Neither could any significant differences in subpopulation frequencies within this fraction be detected (Fig. 2D). This was further confirmed with morphologic analysis of sorted erythroblast subpopulations stained with May-Grünwald-Giemsa (MGG) (Supplementary Figure S2A).

To analyze if *Ypel4*-deficiency affected normal erythroid precursor functionality, flow cytometry-based analyses to assess cell size, enucleation efficiency and cell cycle differences was carried out. Differences in cell size was analyzed by comparing the mean fluorescent intensity (MFI) of the forward scatter area (FSC-A) within the *Ypel4*-expressing Ter119+ subpopulations and RBCs. In spite of the observed macrocytosis in PB, no significant differences were detected between the compared groups (Fig. 2E). Neither could any differences be detected in the earlier erythroblast populations (Supplementary Figure S2B). Enucleation efficiency was analyzed by measuring positivity of a cell-permeant DNA dye (Hoechst 33342) in the reticulocyte and RBC populations. None of the compared groups displayed significant differences in enucleation rates (Fig. 2F). Cell cycle differences were analyzed in the *Ypel4*-expressing nucleated erythroblast populations using FACS and measurement of total DNA content using PI. No significant cell cycle differences could be detected between the groups (Fig. 2G,H). Neither could any difference be detected in earlier erythroblast populations (Supplementary Figure S2C).

In order to further analyze the effects on cellular processes, RNA-sequencing was performed on sorted Poly-E (Fig. 2I) and Ortho-E (Fig. 2J) populations from *Ypel4*+/+ and *Ypel4*−/− mice. 

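Poly-E and Ortho-E cells, the polychromatic and orthochromatic erythroblasts, were sorted from the bone marrow of *Ypel4*+/+ and *Ypel4*−/− mice, and 1 RNA library was deposited for each of 4 replicates in each of the 4 groups, 16 libraries in all. The authors processed the reads with the nf-core/rnaseq pipeline against GRCm38 and deposited, for every library, the number of read pairs that featureCounts 1.6.4 assigned to each of 46078 genes. These values are counts without normalization. According to the headers, the counting summed exons by gene, ignored the strand, and left out reads that map to several places or overlap several genes. The total per library ranged from 3348608 to 10076589 in *Ypel4*+/+ Poly-E (median 5613438), from 3235398 to 12451234 in *Ypel4*−/− Poly-E (median 4331242), from 2670173 to 6924837 in *Ypel4*+/+ Ortho-E (median 4204666) and from 3063330 to 8287509 in *Ypel4*−/− Ortho-E (median 4425830). Globin genes took 5.84% ± 0.47 (SD, n = 4) of the counts in *Ypel4*+/+ Poly-E, 5.78% ± 0.50 (SD, n = 4) in *Ypel4*−/− Poly-E, 12.5% ± 1.31 (SD, n = 4) in *Ypel4*+/+ Ortho-E and 11.3% ± 0.43 (SD, n = 4) in *Ypel4*−/− Ortho-E. These are shares of counts that leave out reads mapping to several places, so they do not measure globin RNA in the cells. Genes of the Y chromosome were counted in every library, while *Xist* had 2 counts in *Ypel4*+/+ Poly-E, 2 in *Ypel4*−/− Ortho-E and 0 in the other groups.
The genotypes were compared within each population on the 8 libraries of that population, with TMM normalization and the quasi-likelihood test of edgeR 4.0.16, for genes with a total of at least 10 counts over those libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of 0.05 or less. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. For a gene with no count in a group, a fold is given as a lower bound against 3 counts over that group. Such bounds cover counting error only, and reads without molecular identifiers are not independent molecules.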

The quality of the data was confirmed by a principal component analysis. Of note, corresponding wild-type and *Ypel4*-null samples did not cluster separate (Supplementary Figure S2D). 

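The principal components were computed from log2 CPM (prior count 2) of the 500 genes with the largest variance over the 16 libraries. The first component held 87.1% of the variance and parted the Poly-E from the Ortho-E libraries, and the second held 4.10%. On these components the centres of the 4 *Ypel4*+/+ and the 4 *Ypel4*−/− libraries were 4.90 apart in Poly-E and 5.87 apart in Ortho-E. Of the 35 ways to split the 8 libraries of a population 4 against 4, 19 gave a distance as large in Poly-E and 14 in Ortho-E (exact permutation test, one-sided for a larger distance, p = 0.543 and p = 0.40, where the smallest possible p is 0.029). The distances between the genotypes were thus within what the spread among the replicates gives. The splits include those that part replicates 1 and 2 from 3 and 4, which widens that spread. A smaller genotype difference could thus go unseen. With 100 genes, with all genes that passed the filter, with a variance stabilizing transformation, or with components computed within each population, p stayed at 0.171 or above, the last of these giving 0.171 in both populations. Along the second component the replicates of a genotype differed. *Ypel4*+/+ replicates 1 and 2 were at 9.03 and 7.93 in Poly-E and at 11.7 and 13.2 in Ortho-E, while *Ypel4*+/+ replicates 3 and 4 were between −7.81 and −4.42 in both populations. Of the *Ypel4*−/− libraries, replicate 1 was at 3.75 in Poly-E and 5.77 in Ortho-E, replicate 2 at −0.42 and −3.34, and replicates 3 and 4 were between −7.34 and −4.21.

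**Figure D1:**
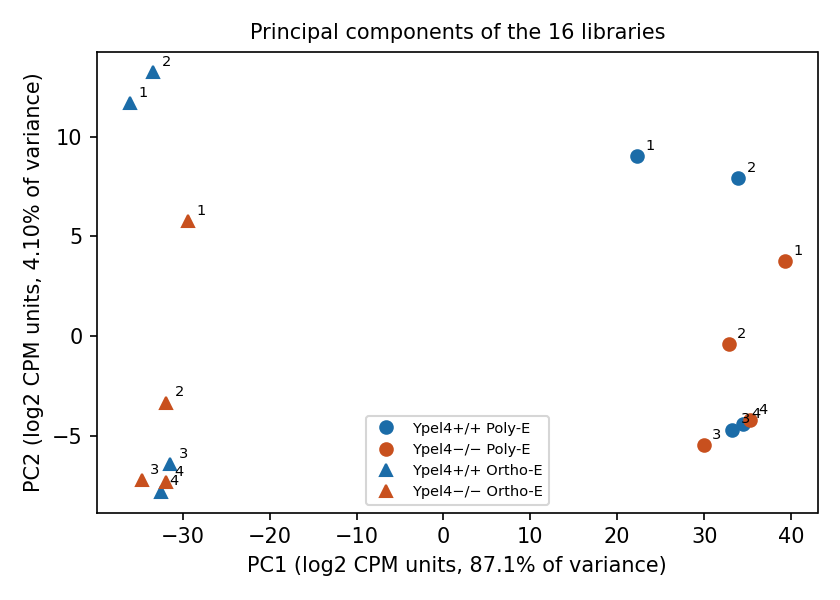
First and second principal component of log2 CPM for the 16 libraries, with replicate numbers beside the points. Circles are Poly-E and triangles Ortho-E, blue is *Ypel4*+/+ and orange *Ypel4*−/−, and the first component (87.1% of the variance) parts the populations while the genotypes lie among each other.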

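In Poly-E cells 12395 genes were tested and 1, *Ypel4*, was called. *Ypel4* was at 888 ± 156.5 CPM (SD, n = 4) in *Ypel4*+/+ and 24.4 ± 8.62 CPM (SD, n = 4) in *Ypel4*−/− Poly-E, a log2 fold change of −5.18 (standard error 0.24, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test). In Ortho-E cells 10521 genes were tested and 3 were called: *Ypel4*, *En2* and *Gm19426*. Without adjustment, 271 genes in Poly-E (2.19% of those tested) and 387 in Ortho-E (3.68%) had a p under 0.05. Both shares are below the 0.05 expected if no gene differed. The setting that moved these counts most in Poly-E was DESeq2 on all 16 libraries without its filters, which called 5 genes there (*Ypel4*, *En2*, *Clp1*, *Zdhhc5* and *Gm19426*) and 5 in Ortho-E (*Ypel4*, *En2*, *Lrrc8d*, *Zdhhc5* and *Gm19426*). In Ortho-E, edgeR's fit with the replicate number as a block called 13 genes. The numbers do not pair the Ortho-E libraries of the genotypes, so no conclusion is drawn from that count. In Poly-E, the fit with this block called 4 genes. These were *En2*, *Clp1*, *Hist1h2bg* and *Usp26*, the last of which are named here because their values were seen, and *Ypel4* had a log2 fold change of −5.19 with an adjusted p of 0.284 in that fit.
*En2* (ENSMUSG00000039095, chromosome 5 of GRCm38 from 28165694 to 28172166) is the gene whose splice acceptor the trapping cassette carries. It had 0 counts in each of the 8 *Ypel4*+/+ libraries. In *Ypel4*−/− Poly-E it had 53 counts over the 4 libraries (2.05 ± 1.26 CPM, SD, n = 4), at least 17.3-fold higher than in *Ypel4*+/+ (a bound that went down to 10.3-fold without *Ypel4*+/+ replicate 3), with an adjusted p of 0.238 in edgeR's test, which became 0.0129 without *Ypel4*−/− replicate 1, a library with 1 *En2* count. In *Ypel4*−/− Ortho-E it had 284 counts (13.5 ± 1.96 CPM, SD, n = 4), at least 82.6-fold higher (49.4-fold without *Ypel4*+/+ replicate 4), with an adjusted p of 2.69e-11 in edgeR's test. Over the alternatives tried, the adjusted p of *En2* in Poly-E lay between 3.86e-07 and 1. The annotated gene overlaps RP23-358F24.3, and the counting ignored the strand.
*Clp1* (ENSMUSG00000027079, 84722104 to 84727350 on the − strand of chromosome 2) ends 6.71 kb before *Ypel4*. It was at 81.5 ± 5.00 CPM (SD, n = 4) in *Ypel4*+/+ and 56.4 ± 7.24 CPM (SD, n = 4) in *Ypel4*−/− Poly-E, a log2 fold change of −0.52 (standard error 0.12, adjusted p = 0.74 in edgeR's test, and between 0.00113 and 1 over the alternatives). *Zdhhc5* (ENSMUSG00000034075, 84687970 to 84715180 on the − strand) was at 249.5 ± 12.4 CPM (SD, n = 4) and 197 ± 8.91 CPM (SD, n = 4) in Poly-E, a log2 fold change of −0.34, and at 111 ± 7.02 CPM (SD, n = 4) and 81.5 ± 6.83 CPM (SD, n = 4) in Ortho-E, a log2 fold change of −0.45, for *Ypel4*+/+ and *Ypel4*−/− in this order. Its adjusted p in edgeR's test was 1 in Poly-E and 0.78 in Ortho-E, and in DESeq2 on all 16 libraries 0.00463 and 6.22e-05. *Zdhhc5* overlaps *Med19* at its end, where reads that overlap both genes were not counted. For *Clp1* in Poly-E and for *Zdhhc5* in both populations, each *Ypel4*−/− library lay below each *Ypel4*+/+ library (exact permutation test, two-sided p = 0.029 for each of these 3 comparisons, the smallest possible). These comparisons were picked because DESeq2 had called them on the same libraries, so their separation is not independent support. *Clp1* in Ortho-E, which was not called, separated in the same way (log2 fold change −0.38).

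**Figure D2:**
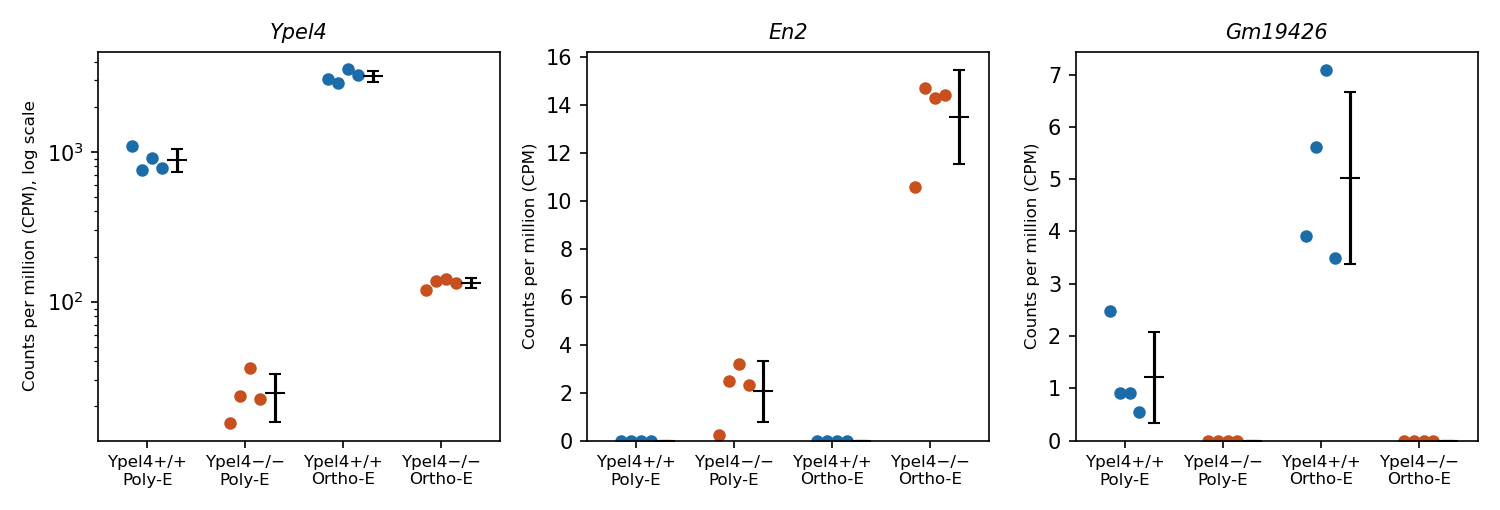
CPM of *Ypel4* (log scale), *En2* and *Gm19426* (linear scales) in each library of the 4 groups, replicates 1 to 4 from left to right, with the mean and SD (black). *En2* has 0 counts in the *Ypel4*+/+ libraries and *Gm19426* has 0 counts in the *Ypel4*−/− libraries.

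**Figure D3:**
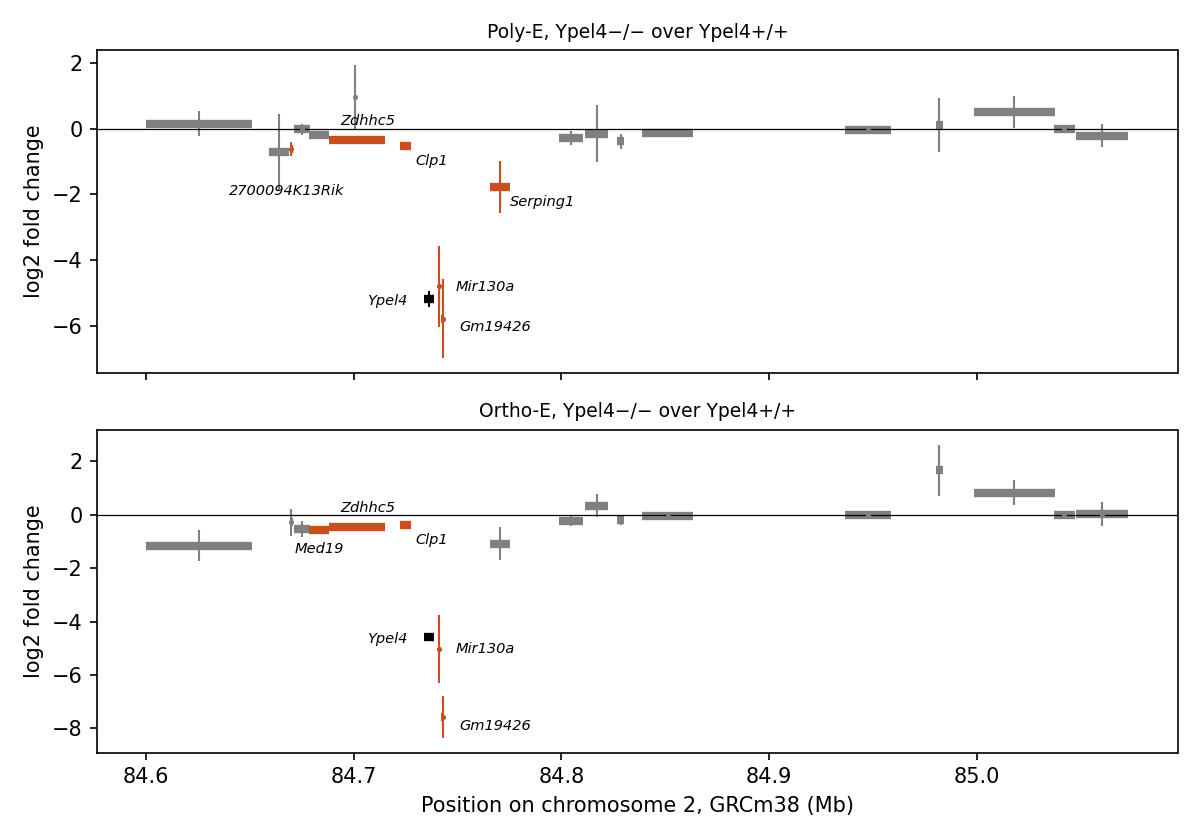
log2 fold change of the tested genes around *Ypel4* (black) against their position on chromosome 2, with bars as long as the genes and vertical lines of 1 standard error. Orange genes have an unadjusted p under 0.05, and in both populations all of them lie below 0.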

In line with these findings, except for the expected changes in expression of *Ypel4* and the gene trapping splice acceptor *En2*, only three genes were significantly differentially expressed (P ≤ 0.05) in either population (Supplementary Table S1). Two of these genes were considered to be straight-forward false positive discoveries (Supplementary Figure S2E–G).

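The loci shown in Supplementary Figure S2E–G are *Gm19426* and *Lrrc8d*. *Gm19426* (ENSMUSG00000097187) lies on chromosome 2 from 84742169 to 84743655 on the − strand, 3.51 kb after the end of *Ypel4*, which is on the + strand, and the counting ignored the strand. It had 25 counts over the 4 *Ypel4*+/+ Poly-E libraries and 86 over the 4 *Ypel4*+/+ Ortho-E libraries, and 0 in each *Ypel4*−/− library. It was thus at least 8.49-fold lower in *Ypel4*−/− Poly-E (adjusted p = 0.74 in edgeR's test, and between 0.0116 and 1 over the alternatives) and at least 32.9-fold lower in *Ypel4*−/− Ortho-E (adjusted p = 1.25e-06 in edgeR's test). Without *Ypel4*−/− replicate 4 these bounds were 4.16-fold and 19.1-fold. In *Ypel4*+/+ mice its counts were 0.117% of those of *Ypel4* in Poly-E and 0.148% in Ortho-E.
*Lrrc8d* (ENSMUSG00000046079, chromosome 5 from 105699969 to 105832436, overlapping *Rps15a-ps5* and *Lrrc8dos*) had 2, 98, 447 and 849 counts in *Ypel4*+/+ Ortho-E replicates 1, 2, 3 and 4, which is 0.56, 36.6, 99.0 and 119 CPM. In *Ypel4*−/− Ortho-E it had 2, 2, 7 and 10 counts. The log2 fold change was −5.98 (standard error 1.45), and the adjusted p was 0.995 in edgeR's test. Over the alternatives it lay between 6.29e-73, in edgeR with the replicate number as a block, and 1, and DESeq2 on the 8 libraries gave 0.00168. The ranges of the 2 genotypes overlapped through *Ypel4*+/+ replicate 1 (exact permutation test, two-sided p = 0.114). In Poly-E, *Lrrc8d* was at 1.91 ± 0.30 CPM (SD, n = 4) in *Ypel4*+/+ and 2.94 ± 0.68 CPM (SD, n = 4) in *Ypel4*−/−.

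**Figure D4:**
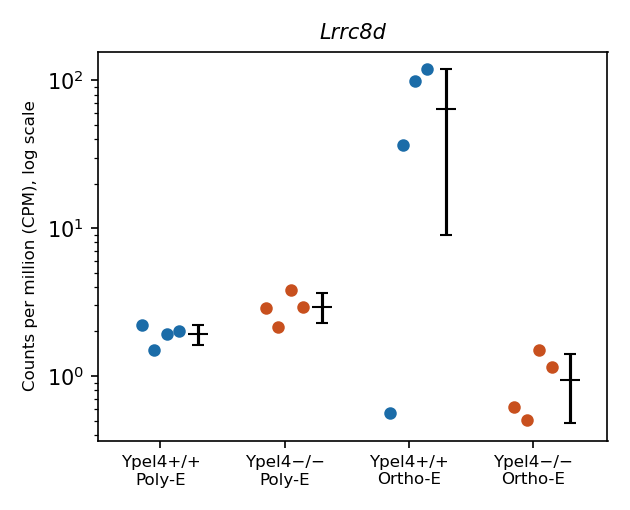
CPM of *Lrrc8d* (log scale) in each library of the 4 groups, replicates 1 to 4 from left to right, with the mean and SD (black). In *Ypel4*+/+ Ortho-E replicate 1 is at 0.56 CPM and replicates 2, 3 and 4 are between 36.6 and 119 CPM.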

To analyze extra-medullary hematopoiesis, spleens were examined by weight which showed no significant difference in *Ypel4*-null mice (Supplementary Figure S2H). To investigate extra-medullary erythropoiesis in particular, flow cytometry and antibodies against Ter119 and CD71 were performed on spleens (Supplementary Figure S2I). Neither frequencies (Supplementary Figure S2J) nor total cell numbers (Supplementary Figure S2K) of early (CD71+Ter119+) or late (CD71−Ter119+) erythroid cells were significantly changed in *Ypel4*-null mice.

Taken together, in spite of high expression of *Ypel4* during late TED, disruption of *Ypel4* gene transcription does not significantly alter the late TED gene expression profile, erythroid precursor development, cell cycle or enucleation efficiency during steady-state erythropoiesis.

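For the part of this statement that rests on the RNA sequencing, whether the genotype acted differently in the 2 populations was tested as an interaction on all 16 libraries. Of 13318 genes, 0 were called by edgeR's quasi-likelihood test, and DESeq2 called 1, *Lrrc8d*. In edgeR's test 363 genes (2.73%) had an unadjusted p under 0.05, a share below the 0.05 expected if no gene differed. With the libraries of each mouse joined by a block, edgeR called 1, *Ypel4*. Without the block, the log2 fold change of *Ypel4* in Ortho-E was higher than in Poly-E by 0.59 (standard error 0.24, adjusted p = 1 in edgeR's test).
The size of change that 4 libraries against 4 can show was measured on counts simulated from these libraries, with 200 genes changed 2-fold or 4-fold. Among genes with a mean of at least 50 counts, edgeR called 100% of the 4-fold and 90.6% of the 2-fold changes in Poly-E, and the same shares in Ortho-E. Among genes with fewer counts it called 52.1% and 26.9% in Poly-E and 66.2% and 25.4% in Ortho-E. Smaller changes were not simulated. The paper reports few called genes and samples that did not cluster by genotype. Taking its results together, it concludes that the expression profile of late erythroid differentiation is without significant change when *Ypel4* transcription is disrupted.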

### *Ypel4*-null hematopoietic cells display reduced anemia-recovering capacity due to an increased clearance of circulating erythrocytes

Due to the increased serum erythropoietin levels but lack of distinct phenotype in steady-state TED, we hypothesized that the kinetics of *Ypel4*-deficiency might be accentuated in a situation of induced anemia. Stress-erythropoiesis was therefore induced using a lethal dose of whole-body irradiation followed by transplantation of 5 × 10^5^ *Ypel4*+/+ or *Ypel4*−/− unfractionated BM cells (Ly5.2) to wild-type recipients (Ly5.1 + Ly5.2). Recovery was followed by analysis of PB, BM and spleen at day 8, 11, 14 and 17 after transplantation (Fig. 3A). Since spleen is the primary organ for stress-erythropoiesis in mice, we expected an early and robust response from spleen followed by a slower repopulation of the BM erythroid fraction^24^.

**Figure 3:**
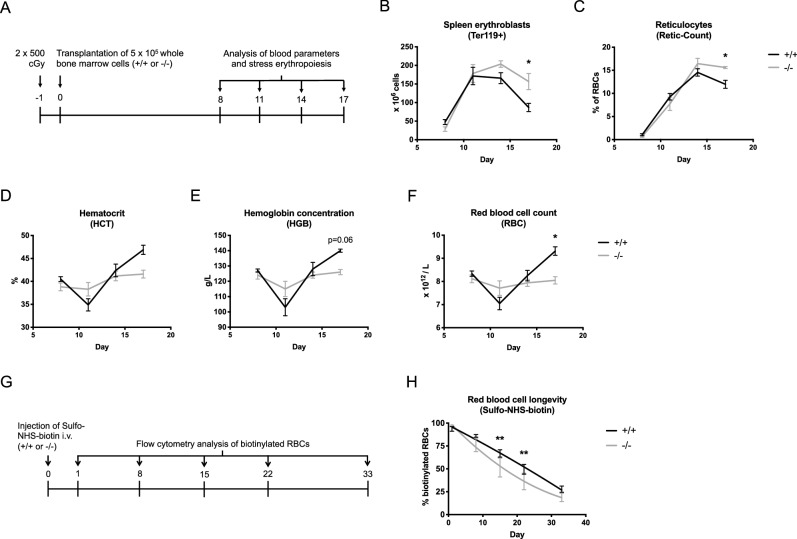
*Ypel4*-null hematopoietic cells display reduced anemia-recovering capacity due to an increased clearance of circulating erythrocytes. (**A**) Stress erythropoiesis was induced using lethal irradiation followed by transplantation of unfractionated wild-type (+/+) or *Ypel4*-null (−/−) bone marrow (BM) cells to +/+ recipients, followed by analysis of anemia recovery in spleen and peripheral blood (PB) at day 8, 11, 14 and 17. (**B**) Expansion of the Ter119+ erythroid fraction in spleen as quantified by cell counting and flow cytometry (n = 3). (**C**) Percentage of reticulocytes of total red blood cells as quantified by flow cytometry (n = 3). PB analysis of (**D**) hematocrit (HCT) (n = 3), (**E**) hemoglobin concentration (HGB) (n = 3) and (**F**) red blood cell (RBC) count (n = 3) by utilization of a hematology analyzer. (**G**) RBC longevity was analyzed by i.v. injection of Sulfo-NHS-biotin followed by flow cytometric quantification of biotinylated RBCs in PB at day 1, 8, 15, 22 and 33. (**H**) Percentage of biotinylated RBCs in PB over time with estimated clearance rates of wild-type (+/+) and *Ypel4*-null (−/−) RBCs (n = 5). Data displayed as average ± SEM, *P ≤ 0.05, **P ≤ 0.01, *i.v.* intravenous.

Using flow cytometry and cell counting, the Ter119+ erythroid fraction in spleen and BM was analyzed and quantified. As expected, a rapid expansion of the erythropoietic activity in spleen was observed between day 8 and day 11 in both groups of mice. Interestingly, mice transplanted with *Ypel4*−/− BM however displayed a prolonged expansion phase, generating more erythroid progenitors in the spleen compared to the control (Fig. 3B). As expected, the BM displayed a slower recovery rate than that seen in the spleen, with no significant difference between *Ypel4*+/+ and −/−-transplanted mice (Supplementary Figure S3A).

To analyze the output of reticulocytes, peripheral blood was stained with Retic-Count reagent and RNA/DNA-positive red blood cells detected by flow cytometry. In line with the increased stress-erythropoiesis observed in the spleen, the *Ypel4*−/−-transplanted mice kept producing more reticulocytes for a significantly longer time compared to *Ypel4*+/+-transplanted mice (Fig. 3C).

In order to trace the development and recovery of the anemia after irradiation, blood parameters were quantified using a hematology analyzer. In spite of the increased output of erythroid progenitors in spleen and reticulocytes in PB, mice transplanted with *Ypel4*−/− BM failed to recover their HCT (Fig. 3D), HGB (Fig. 3E) and RBC (Fig. 3F) over time compared to *Ypel4*+/+-transplanted mice, indicating an increased clearance of *Ypel4*−/− erythrocytes. The WBC count recovered at a similar rate (Supplementary Figure S3B), while the platelet count recovery rate was significantly decreased in the *Ypel4*−/− compared to the *Ypel4*+/+-transplanted mice (Supplementary Figure S3C).

To directly measure RBC longevity and rate of clearance, wild-type and *Ypel4*-null mice were injected with Sulfo-NHS-biotin that binds to and biotinylates RBCs. Mice were bled at day 1, 8, 15, 22 and 33 and the percentage of biotinylated RBCs was measured by flow cytometry (Fig. 3G). As expected, the wild-type mice had an estimated linear clearance rate of RBCs (Fig. 3H, black line), while RBCs in *Ypel4*-null mice were cleared at a significantly higher rate (Fig. 3H).

Taken together, *Ypel4*-null hematopoietic cells are equally able to expand the erythroid progenitor pool and form reticulocytes during stress-erythropoiesis as their wild-type counterparts. However, when they reach the circulation, *Ypel4*-null RBCs are cleared from the blood at a much higher rate compared to wild-type RBCs, indicating a lesion linked to the functionality of RBCs rather than erythroid precursors.

### Erythrocytes from mice deficient in *Ypel4* are ovalocytic, less deformable and have reduced Band 3 protein levels

Increased clearance of RBCs can be caused by different mechanisms^25^. Since YPEL family proteins have been observed to induce changes in cell morphology and the cytoskeleton^2,9^, we hypothesized that the increased clearance could be caused by a defect in the red cell membrane skeleton. To study the morphology, scanning electron microscopy was utilized to obtain high resolution micrographs of single RBC surface topographies. Examination of the micrographs revealed the presence of abnormally shaped erythrocytes in the *Ypel4*-null samples, identified as ovalocytes (Fig. 4A). Indeed, when calculating the elongation index for isolated RBCs in the samples, the majority of *Ypel4*-null RBCs displayed increased elongation compared to wild-type RBCs. There were no indications of RBC subpopulations (Fig. 4B).

**Figure 4:**
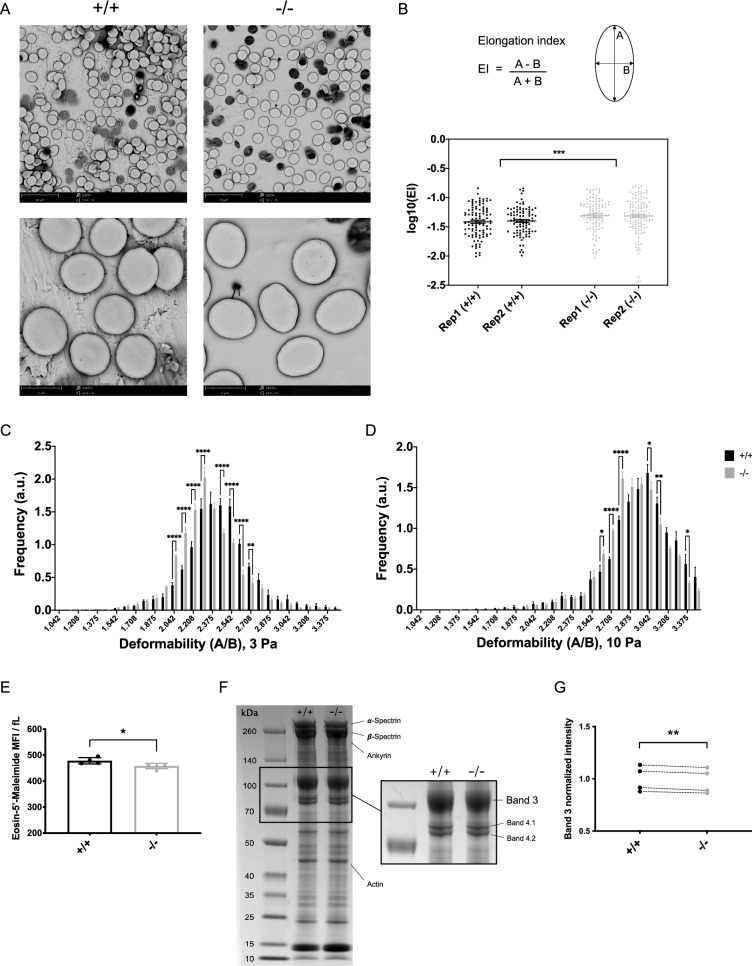
Erythrocytes from mice deficient in *Ypel4* are ovalocytic, less deformable and have reduced Band 3 protein levels. (**A**) Representative scanning electron micrographs of peripheral blood (PB) from wild-type (+/+) and *Ypel4*-null (−/−) mice. Micrographs taken at 3000 × and 13,000 × original magnification. (**B**) Isolated red blood cell (RBC) long and short axes were measured using ImageJ software and RBC elongation calculated using the elongation index (EI) formula *EI* = (*A* *−* *B)/*(*A* + *B*) (n = 2). (**C**,**D**) Deformability of RBCs was measured using an Automated Rheoscope and Cell Analyzer (ARCA) applying 3 Pa (**C**; n = 4) or 10 Pa (**D**; n = 4) shear stress. The graphs show the frequency of cells (y-axis) with a specific deformability index, this index is measured as the ratio between length over width (x-axis). (**E**) PB analysis of Eosin-5′-Maleimide mean fluorescence intensity (MFI) in RBCs measured by flow cytometry. MFI values are normalized to mean corpuscular volume (MCV), as determined by a hematology analyzer, in each sample for accurate density assessment of Band 3 protein levels in the RBC membranes (n = 4). (**F**) RBCs were hemoglobin-depleted using hypotonic lysis. Membrane protein concentrations were measured and equal amounts of protein solubilized and separated by sodium dodecyl sulphate (SDS)-polyacrylamide gel electrophoresis (PAGE). Gels were fixed in ethanol and stained with Coomassie Blue G-250 dye to visualize proteins. Representative images of one +/+ and one −/− sample is shown, first with all visible bands and then with only Bands 3, 4.1 and 4.2 visible after further separation to emphasize the visible differences in band intensities. (**G**) Band 3 intensities were analyzed and normalized by total protein normalization using ImageJ software. Data displayed normalized to average wild-type ratio and a paired Student’s *t* test was used to compare the means. Connecting lines depict age and gender matched +/+ and −/− samples (n = 4). All other data displayed as average ± SEM, *P ≤ 0.05, ** P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001, *a.u*. arbitrary unit, *kDa* kilodalton.

The presence of abnormally elongated RBCs in the blood is indicative of both increased clearance of RBCs and reduced membrane deformability^26,27^. An Automated Rheoscope and Cell Analyzer (ARCA) was therefore utilized to evaluate the ability of individual RBCs to deform during shear stress. Deformability was evaluated at two different shear forces: 3 Pa and 10 Pa. At 3 Pa, differences between groups are often most prominent while at 10 Pa cells become more deformed. In accordance with the morphological observations, *Ypel4*-null RBCs were significantly less deformable than wild-type RBCs at 3 Pa and there were no detected subpopulations in the different groups (Fig. 4C). Similarly, a significant difference was detected even at 10 Pa when cells were much more uniformly deformed (Fig. 4D). The area of individual RBCs was also measured, demonstrating that *Ypel4*-null RBCs had a significantly larger area compared to wild-type RBCs (Supplementary Figure S4A), confirming the MCV results from the hematology analyzer.

The red cell membrane skeleton is built from cytoskeletal proteins anchored to Band 3 multiprotein complexes in the RBC membrane^28^. Flow cytometric analysis of Eosin-5′-maleimide (EMA) predominant binding to the Band 3 protein on intact RBCs is a routinely used first-line diagnostic screening test for hereditary red cell membrane disorders^29^. In disorders such as Hereditary Spherocytosis a clear reduction in EMA MFI is normally detected, while variants of Hereditary Elliptocytosis generally display a lower degree of reduction. The volume of RBCs affects the MFI, so the ratio between EMA MFI and MCV is a critical comparison^29,30^. An EMA binding test was therefore conducted together with hematology analyzer measurements of MCV. A slight but significant reduction in the EMA MFI to MCV ratio in *Ypel4*-null RBCs was detected (Fig. 4E).

The gold-standard technique to quantify relative membrane protein content is separation of solubilized and hemoglobin-depleted RBCs, so called RBC ghosts, by sodium dodecyl sulphate (SDS)-polyacrylamide gel electrophoresis (PAGE). The membrane proteins are visualized in the gel by Coomassie Brilliant Blue dye. Equal amounts of packed *Ypel4*-null and wild-type cells were loaded, and normalized intensities compared between matched samples (Fig. 4F, all samples shown in Supplementary Figure S4B). As indicated, Band 3 protein abundance in *Ypel4*-null RBC membranes was indeed slightly but significantly reduced compared to wild-type RBCs, confirming the results from the EMA binding test (Fig. 4G).

To elucidate if YPEL4 binds to the Band 3 protein directly, co-immunoprecipitation (Co-IP) was utilized to pull out YPEL4 protein complexes from primary erythroid cell lysates followed by quantitative liquid chromatography–mass spectrometry (LC–MS) analysis. Hematopoietic stem and progenitor (c-Kit+) cells from *Ypel4*−/− BM were transduced with either SFFV-FLAG-YPEL4 or SFFV-YPEL4-HA lentiviral overexpression vectors (Supplementary Figure S4C) and transplanted to lethally irradiated wild-type recipients. At day 16 after transplantation, recipients were sacrificed and total primary and erythroid cells in spleen recovered. Co-IPs cross-performed on cell lysates were analyzed by nano liquid chromatography–mass spectrometry (LC–MS) using a tandem mass tag (TMT) quantitative approach (Supplementary Figure S4D). Many proteins, including YPEL4, were detected as consistently enriched in the tagged compared to the control samples. The Band 3 protein however, even though detectable, was not amongst those (Supplementary Figure S4E, all detected proteins in Supplementary Table S2). These results provide support for the lack of physical interaction between YPEL4 and the Band 3 protein.

Taken together, erythrocytes from mice deficient in *Ypel4* are ovalocytic and less deformable than wild-type erythrocytes. This functional deficiency is associated with slightly reduced levels of Band 3 protein in the *Ypel4*-null RBC membranes, providing combined evidence for the presence of a mild red cell membrane disorder in the *Ypel4-*null mice. Lastly, strong indications are provided for an indirect effect of *Ypel4*-deficiency on Band 3 protein levels in RBC membranes.

## Discussion

The roles of the highly conserved YPEL family genes in mammals have for a long time been elusive. Most previous studies have been performed in vitro in cell lines. Here we describe in detail the role of *Ypel4* during erythroid development using a knockout mouse model, providing for the first time insights into the physiological processes governed by *Ypel4 *in vivo.

We demonstrated that *Ypel4*-deficiency leads to a secondary polycythemia in mice, with a slight increase in MCV that is accompanied by reticulocytosis. Since murine reticulocytes have around 45% more volume than erythrocytes^31^, the observed reticulocytosis likely contributes to the increase seen in MCV. However, the increase in reticulocyte numbers alone is not sufficient to explain the observed macrocytosis, since it would have required that the *Ypel4*−/− mice had more than 10% reticulocytes, compared to the 3.90 ± 0.18% observed. This conclusion is also supported by data from the ARCA experiment, showing a general shift in size of the whole RBC population. The secondary polycythemia displayed in the mice relates to a clinical condition, where an increase in RBC mass is seen together with increased serum EPO concentration. This condition is considered either physiologically appropriate, if there is decreased tissue oxygenation, or physiologically inappropriate, if there is abnormal overproduction of EPO^32^. In bone marrow transplantation and RBC longevity assays, we demonstrated an intrinsic RBC lesion and increased clearance of *Ypel4*-null erythrocytes. Mice transplanted with *Ypel4*-null cells also failed to recover platelet counts at the same rate as controls, an expected side-effect to the lingering anemia since megakaryocytopenia occurs naturally during situations of hypoxia and active erythropoiesis^33^. Our findings together provide evidence for a physiologically appropriate secondary polycythemia in the *Ypel4*-null mice.

YPEL4 and all other YPEL family proteins have previously been hypothesized to affect cell cycle regulation and progression due to their localization to mitosis-related structures^3–5^. In this study, even though we show that *Ypel4*-deficiency leads to macrocytosis, which can be due to cell cycle defects^34^, we do not detect a cell cycle defect in *Ypel4*-null erythroblasts. Our results, together with those from previous studies showing conflicting results regarding the effect of YPEL family proteins on cell cycle^5,35^, shows that this gene family might emerge as one with a much wider range of mechanisms than originally predicted.

*YPEL4* has also been shown to affect Elk-1 activity^4^. We, however, could not detect differences in Elk-1 target gene transcription in *Ypel4*-expressing bone marrow erythroblast populations. This negative finding is important for future studies aiming to investigate exactly how *YPEL4* affect Elk-1 activity. 

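The paper's text does not name the Elk-1 targets it examined. A list of 12 genes, fixed in advance from general knowledge of Elk-1 and serum response factor targets, was tested: *Fos*, *Fosb*, *Junb*, *Egr1*, *Egr2*, *Egr3*, *Ier2*, *Ier3*, *Nr4a1*, *Srf*, *Mcl1* and *Dusp1*. Of these, 10 passed the count filter in each population, and *Egr2* and *Egr3* did not. Of the genes tested, 0 were called, adjusted over the list alone or over all genes, and 0 had an unadjusted p under 0.05 in edgeR's test. As a set, the list had an adjusted p of 0.855 in both populations (limma's fry, two-sided), with a median log2 fold change of −0.10 in Poly-E, where 3 of 10 genes were higher in *Ypel4*−/−, and of −0.02 in Ortho-E, where 4 of 10 were higher and fry's direction was up. The fold changes ranged from −0.82 (*Nr4a1*) to 0.10 (*Ier2*) in Poly-E and from −0.35 (*Ier2*) to 0.48 (*Egr1*) in Ortho-E. Some of these targets had few counts. *Nr4a1* had 9 in *Ypel4*+/+ and 5 in *Ypel4*−/− Poly-E, and *Egr1* had 33 and 56 in Ortho-E. At such levels a 2-fold change is rarely detectable, so the lack of calls does not exclude one in these genes. *Elk1* itself (ENSMUSG00000009406) had 22 counts in *Ypel4*+/+ and 24 in *Ypel4*−/− Poly-E, and 10 and 21 in Ortho-E, levels at which a 2-fold difference is rarely detectable, and it overlaps *Uxt*.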

Of note, Elk-1 has been reported to acquire alternative functions during evolution^36^. It has also been uniquely reported to interact with neuronal microtubules^37^, relating to previous findings of YPEL family proteins to co-localize with microtubule-related structures^3–5^.

Despite the apparent lack of phenotype during TED, we could instead demonstrate that *Ypel4*-null RBCs were more elongated compared to normal RBCs with a resulting ovalocytic morphology. A discovery of changes in RBC morphology is a routine finding in the clinic when investigating a suspected red cell membrane disorder in a patient^26^. When further investigating the function of these altered RBCs, we found that they were cleared from the circulation at an increased rate and that they had reduced deformability. The Band 3 protein is fundamental in providing mechanical stability and deformability to the RBC, due to it being a major component in the macromolecular complexes serving as attachment points between the membrane and underlying cytoskeleton^38^. In various red cell membrane disorders, the Band 3 EMA MFI is affected negatively^39^. The results from the EMA binding test indicated a slight relative reduction of Band 3 protein levels in *Ypel4-*null RBC membranes. This reduction was confirmed by separation of solubilized RBC ghosts by SDS-PAGE. It remains an open question if the observed 2.2–4.4% reduction in Band 3 protein levels is sufficient to cause the pathologic alterations seen in *Ypel4*-null RBCs. Of note, it has been shown that the Band 3 EMA MFI is negatively correlated with osmotic fragility, implying that disease severity correlates with the degree of signal reduction^40^. It is therefore possible that a slight relative reduction in Band 3 protein levels could cause a mild red cell membrane disorder, especially considering the concurrent existence of abnormal RBC morphology in the *Ypel4*-null mice. A full investigation of the RBC membrane protein composition, including known Band 3 interacting proteins, was not conducted and is a delimitation of this study that should be taken into consideration.

We could not identify evidence of a physical interaction between YPEL4 and the Band 3 protein when performing two different Co-IPs, suggesting an indirect effect of YPEL4 on Band 3 protein levels. The remaining candidate binding partners could provide clues for future studies. Even though not verified as physical binding partners, the consistent enrichment of both alpha- and beta-tubulin in all Co-IP samples could be of special interest in the light of previous reports of YPEL family proteins to co-localize with microtubule-related structures^3–5^. Our findings further relate to previous studies showing that *Ypel1* induces changes in cell morphology, the cytoskeleton and cell adhesion machinery^2^, and *Ypel3* to be important for proper migration and morphology of perineural glia cells during neural development^9^. It is possible that redundancy between these highly similar YPEL proteins could attenuate the observed phenotype, although no changes in expression of other YPEL family genes could be detected in *Ypel4*-null erythroblasts.

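Of the other *Ypel* genes, *Ypel3* and *Ypel5* were expressed well above *Ypel1* and *Ypel2*. *Ypel3* (ENSMUSG00000042675) was at 207 ± 46.95 CPM (SD, n = 4) in *Ypel4*+/+ and 199 ± 43.8 CPM (SD, n = 4) in *Ypel4*−/− Poly-E, and at 780.2 ± 62.9 and 745 ± 65.3 CPM (SD, n = 4 each) in Ortho-E. *Ypel5* (ENSMUSG00000039770) was at 389.8 ± 85.6 and 360.4 ± 78.3 CPM (SD, n = 4 each) in Poly-E, and at 827.5 ± 152.6 and 760.2 ± 93.6 CPM (SD, n = 4 each) in Ortho-E, *Ypel4*+/+ first. The log2 fold changes of these genes lay between −0.12 and −0.06, with adjusted p of 0.995 or 1 in edgeR's test, differences smaller than their replicate SDs. In *Ypel4*+/+ Ortho-E, *Ypel1* (ENSMUSG00000022773) had 6 counts over 4 libraries and *Ypel2* (ENSMUSG00000018427) had 10, so that changes of these genes were hardly detectable at this depth. The largest fold change of the family was that of *Ypel1* in Ortho-E, 1.28 on the log2 scale (standard error 0.78, adjusted p = 0.995 in edgeR's test), with 16 counts in *Ypel4*−/−, and *Ypel1* overlaps *Gm9974* and *Ppil2*. Of the 4 genes, 0 were called in either population, adjusted over the list alone or over all genes. As a set they had an adjusted p of 0.855 in Poly-E and 0.881 in Ortho-E (limma's fry, two-sided).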

In conclusion, we show that *Ypel4* is a highly specialized gene important for the integrity of the red cell membrane. We propose that through a putative indirect effect of *Ypel4*-deficiency, Band 3 protein levels are reduced in RBC membranes, likely contributing to the reduced membrane deformability, altered RBC morphology and increased clearance of RBCs in peripheral blood. These findings explain the observed secondary polycythemia in the *Ypel4*-null mice and provide evidence that the increase in hematocrit is a compensatory mechanism to secure proper tissue oxygenation. Further in-depth studies on the RBC membrane protein composition of the *Ypel4-*null mice might provide critical insights into the molecular function of *Ypel4* and the Yippee domain.

## Methods

### Mice

Mice were bred and maintained at the BMC animal facilities, Lund University, Sweden. The C57BL/6N-A^tm1Brd^ Ypel4^tm1a(EUCOMM)Wtsi^/WtsiIeg (Ly5.2) knockout mouse model was obtained from the European Mouse Mutant Archive.

Anemia was induced by subjecting age and gender matched adult recipient mice (C57BL/6xB6SJL; Ly5.1 + Ly5.2) to a single or split dose of lethal irradiation of 1 × 900 or 2 × 500 cGy, followed by bone marrow (BM) transplantation to rescue and trigger stress erythropoiesis. For analysis of recovery after anemia, 5 × 10^5^ unfractionated wild-type (+/+) or knockout (−/−) BM cells were transplanted intravenously (i.v.) by tail vein injection. The recipients were bled and sacrificed at either 8, 11, 14 or 17 days after transplantation for analysis of peripheral blood (PB), spleen and BM. For analysis of YPEL4 binding partners, 10^5^ transduced cKit + BM cells (−/−) were transplanted i.v. by tail vein injection. The recipients were sacrificed at day 16 after transplantation for recovery of primary erythroid cells in spleen.

For all types of blood analysis, PB was collected from the tail vein and analyzed according to described procedure.

For determination of blood parameters, PB was collected to EDTA coated Microvette tubes (Sarstedt, Nümbrecht, Germany) and analyzed on a KX-21N hematology analyzer (Sysmex, Kobe, Japan).

For determination of RBC longevity, an EZ-Link Sulfo-NHS-Biotin (Thermo Fisher Scientific, Waltham, MA, USA) solution was prepared in PBS, sterile-filtered and 3 mg administered i.v. by tail vein injection to each recipient at day 0. At day 1, 8, 15, 22 and 33 after injection, recipients were bled for analysis.

All procedures involving mice were approved by the Animal Ethics Committee of Malmö/Lund, Sweden and all experiments were performed in accordance with relevant guidelines and regulations. The reporting in the manuscript follows the recommendations in the ARRIVE guidelines.

### Enzyme-linked immunosorbent assay (ELISA)

The Mouse Erythropoietin Quantikine^®^ ELISA Kit (R&D Systems, Minneapolis, MN, USA) was used to detect serum erythropoietin (EPO) levels. Blood was collected to Eppendorf tubes without anticoagulant, and left at room temperature for one hour prior to being centrifuged at 2000*g*. Serum supernatant was collected and prepared according to manufacturer’s protocol. Samples were analyzed on SPECTROstar nano (BMG Labtech, Ortenberg, Germany). A standard curve was generated by four parameter logistic (4-PL) curve-fit to determine protein concentration of samples. Optical density was determined at 450 nm with a correction at 570 nm.

### Cell preparations and flow cytometry

BM and spleens were homogenized and filtered to single cell suspensions prior to cell culture, flow cytometry analysis or cell sorting (FACS).

For flow cytometry and FACS, the following conjugated antibodies against murine epitopes were used: CD44 (Clone IM7, APC) (BioLegend, San Diego, CA, USA), CD71 (Clone C2, PE) (BD Biosciences, San Jose, CA, USA), Ter119 (PE-Cy7) (eBioscience; Thermo Fisher Scientific), CD3 (Clone 145-2C11, PE-Cy5) (BioLegend), B220 (Clone RA3-6B2, PE-Cy5) (BioLegend) and Gr-1 (Clone RB6-8C5, PE-Cy5) (BioLegend). Fc receptor block (BD Biosciences) was used for sorting samples, dead cells were excluded using propidium iodide (PI) and enucleation was determined using Hoechst 33342 (Thermo Fisher Scientific).

Reticulocyte levels were determined by resuspending PB in BD Retic-Count (BD Biosciences) according to manufacturer’s protocol.

Biotinylated RBCs were detected with Streptavidin-conjugated PE-Cy7 (BioLegend).

Eosin-5′-Malemide (EMA) binding test was performed by resuspension of PB in EMA dye (Sigma-Aldrich, Saint Louis, MO, USA) according to manufacturer’s protocol.

Since erythroid precursors are very sensitive to fixation, cells from each of the nucleated erythroblast populations were sorted using FACS prior to fixation and staining for cell cycle analysis. Cell pellets were fixed with ice cold 70% ethanol in PBS while vortexing and incubated at − 20 °C overnight. The fixed cells were washed with PBS and stained with PI staining buffer [0.1% TritonX100 (Sigma-Aldrich), 0.1% Sodium citrate, 40 µg/ml PI, 500 µg/ml RNase A (Sigma-Aldrich)] for 30 min at 37 °C. PI intensity was analyzed individually in the sorted populations by flow cytometry analysis.

Flow cytometry analyses were performed on BD FACS Calibur or LSR II (BD Biosciences). FACS was performed on BD FACS Aria IIu or III (BD Biosciences). Results were analyzed with FlowJo 10 software (Tree Star, Ashland, OR, USA).

### RNA isolation and gene expression analysis

Total RNA was extracted from cells using RNeasy Kit (QIAGEN, Hilden, Germany) according to manufacturer’s protocol. Genomic DNA was removed using DNase I on-column digestion (QIAGEN).

For quantitative PCR (qPCR), complementary DNA from the isolated RNA was synthesized using the Superscript III Reverse Transcriptase (Invitrogen; Thermo Fisher Scientific) with random hexamers (Invitrogen; Thermo Fisher Scientific). Quantitation was performed on a 7900HT RT-PCR instrument (Applied Biosystems; Thermo Fisher Scientific) using the Mm.PT.58.9019795 (*Ypel4*) and Mm.PT.39a.1 (*Gapdh*) probes (Integrated DNA Technologies, Coralville, IA, USA).

For global gene expression, RNA concentration and integrity were measured using Agilent RNA Pico Kit on a Bioanalyzer Instrument (Agilent Genomics, Santa Clara, CA, USA). RNA sequencing libraries were prepared using TruSeq RNA Library Preparation Kit v2 (Illumina, San Diego, CA, USA) according to manufacturer’s standard protocol and the sequencing was performed using NextSeq 500/550 Mid Output v2 Kit, 150 cycle (Illumina). Fastq files were processed using the nf-core Nextflow pipeline for RNAseq *nf-core/rnaseq* v1.4.2^41,42^. Reads were mapped against GRCm38 reference genome. Differentially expressed genes were found using DESeq2^43^. Visual exploration and analysis of normalized sequencing data was performed using the Integrative Genomics Viewer software^44^.

### Scanning electron microscopy (SEM)

PB specimens were fixed with 2.5% glutaraldehyde in 150 mM sodium cacodylate pH 7.2 and adhered to a poly-l-lysine coated surface. They were washed with cacodylate buffer and dehydrated with an ascending ethanol series from 50% (v/v) to absolute ethanol. The specimens were then subjected to critical-point drying with carbon dioxide and absolute ethanol was used as an intermediate solvent. The tissue samples were mounted on aluminum holders, sputtered with 20 nm palladium/gold, and examined in a DELPHI correlative light and scanning electron microscope. Isolated RBC long and short axes were measured using ImageJ software^45^ and RBC elongation calculated using the elongation index (EI) formula *EI* = (*A* *−* *B*)/(*A* + *B*).

### Automated Rheoscope and Cell Analyzer (ARCA)

RBC deformability was measured with an ARCA and analyzed using automated cell framing software as described previously^46^. In short, morphological response to shear stress was measured at 3 Pa and 10 Pa. A minimum of 3000–4000 cells were measured and grouped in 30 bins according to increasing elongation or cell projection area (as a measure of membrane surface area). The elongation was calculated as the major cell radius divided by minor cell radius.

### Preparation of hemoglobin-depleted RBC ghosts

Equal volumes of packed cells were resuspended in ice cold PBS with added Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific), centrifuged cold at 2000*g* for 20 min and resuspended in 5 mM Na-Phosphate solution with added cOmplete Protease Inhibitor Cocktail (Sigma-Aldrich) to induce hypotonic lysis and generate RBC ghosts. The centrifugation and resuspension steps were repeated six times with the final centrifugation step prolonged with 10 min. The resulting hemoglobin-depleted RBC ghosts were resuspended in appropriate amount of Na-Phosphate solution with added protease inhibitors and membrane protein concentration determined using the Pierce 660 nm protein assay (Thermo Fisher Scientific) on a Nanodrop 1000 Spectrophotometer (Thermo Fisher Scientific).

### Sodium dodecyl sulphate (SDS)-polyacrylamide gel electrophoresis (PAGE) and staining

Equal amounts of protein were solubilized and boiled in 2 × Laemmli sample buffer (Bio-Rad Laboratories, Hercules, CA, USA) with 5% 2-Mercaptoethanol, then separated by sodium dodecyl sulphate (SDS)-polyacrylamide gel electrophoresis (PAGE). Gels were fixed in 30% ethanol, 2% v/v of 85% phosphoric acid overnight, washed 2 × 10 min in 2% (v/v) of 85% phosphoric acid and equilibrated for 30 min in 2% (v/v) of 85% phosphoric acid, 18% ethanol and 15% (w/v) ammonium sulphate. Equilibrated gels were stained with 0.2% Coomassie Blue G-250 dye (Sigma-Aldrich) for at least 30 min until proteins were visualized, analyzed in a ChemiDoc XRS+ with ImageLab software (Bio-Rad Laboratories) and band intensities quantified using ImageJ software^45^.

### Statistical analysis

All statistical significance, except where else stated, has been analyzed using either paired or non-paired Student’s *t* tests, Chi-square goodness of fit tests, nested *t* tests, one-way ANOVAs or 2-way ANOVAs followed by Tukey’s multiple comparisons test depending on experiments and groups compared. P values were adjusted for multiple comparisons where applicable. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

### Additional methods

For details about genotyping, staining procedures, molecular cloning and lentivirus production, cell culture, co-immunoprecipitation and proteomics, please refer to Supplementary Methods.

## Supplementary Information

Supplementary Information.

Supplementary Table S1.

Supplementary Table S2.

## Data Availability

The RNA-seq data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^47^ and are accessible through GEO Series accession number GSE171959. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^48^ partner repository with the dataset identifier PXD025242.

# Supplementary material for: Yippee like 4 (Ypel4) is essential for normal mouse red blood cell membrane integrity
**Source:** Sci Rep. 2021 Aug 5;11:15898. doi: 10.1038/s41598-021-95291-1
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Yippee like 4 (*Ypel4*) is essential for normal mouse red blood cell membrane integrity**

Alexander Mattebo,<sup>1</sup> Taha Sen,<sup>1</sup> Maria Jassinskaja,<sup>2</sup> Kristýna Pimková,<sup>2</sup> Isabel Prieto González-Albo,<sup>1</sup> Abdul Ghani Alattar,<sup>1</sup> Ramprasad Ramakrishnan,<sup>3</sup> Stefan Lang,<sup>2</sup> Marcus Järås,<sup>3</sup> Jenny Hansson,<sup>2</sup> Shamit Soneji,<sup>2</sup> Sofie Singbrant,<sup>1</sup> Emile van den Akker,<sup>4</sup> and Johan Flygare<sup>\*1</sup>

<sup>1</sup>Division of Molecular Medicine and Gene Therapy, Lund Stem Cell Center, Lund University, Sweden; <sup>2</sup>Division of Molecular Hematology, Lund Stem Cell Center, Lund University, Sweden; <sup>3</sup>Division of Clinical Genetics, Faculty of Medicine, Lund University, Sweden; and <sup>4</sup>Sanquin Research, Department of Hematopoiesis, Amsterdam, The Netherlands, and Landsteiner Laboratory, Academic University Medical Center, University of Amsterdam, Amsterdam, The Netherlands

## **Supplementary Appendix**

### **Supplementary Methods**

#### **DNA isolation and genotyping**

Genomic DNA was prepared from mice ear marking samples and used as template for genotyping by PCR. A combination of one forward and two reverse primer oligonucleotides (5' to 3') were used to assess the genotype of mice progeny: Ypel4\_222829\_F GACCAGAGGACCAGATGCTAGG, Ypel4\_222829\_R GCCTTGAGTGCAACATCACC and CAS\_R1\_Term TCGTGGTATCGTTATGCGCC. The Ypel4\_222829\_F and Ypel4\_222829\_R primers amplifies a 406 basepair (bp) fragment with the wild-type (+) allele as template but fails to amplify a PCR fragment with the Ypel4<sup>tm1a(EUCOMM)Wtsi</sup> mutant (-) allele due to the inserted LacZ cassette. The Ypel4\_222829\_F and CAS\_R1\_Term primers amplifies a 292 bp fragment with the Ypel4<sup>tm1a(EUCOMM)Wtsi</sup> mutant allele but not with the wild-type allele, since the reverse primer anneals to a sequence in the inserted LacZ cassette. Gel electrophoresis was utilized for visualization of PCR products.

#### **Cytospin and May-Grünwald-Giemsa staining**

Cells were cytocentrifuged using Shandon Cytospin 3 (Block Scientific, Inc., NY, USA) at 350 rpm for 2 minutes. Giemsa solution was prepared by diluting Giemsa stock solution (Histolabs, Gothenburg, Sweden) to 5% in distilled water. Air-dried slides were stained in May-Grünwald solution (Merck, Darmstadt, Germany) for 5 minutes and then transferred to the Giemsa solution for 10 minutes. The slides were finally washed twice in distilled water and allowed to dry before examination under the microscope.

#### **Molecular cloning and production of lentiviral vectors**

The self-inactivating lentiviral vectors used in this study were derived from the SFFV-RPS19 vector.<sup>1</sup> *Ypel4* cDNA from murine fetal liver was inserted downstream of the spleen focus-forming virus (SFFV) promoter, either with FLAG (SFFV-FLAG-YPEL4) or HA (SFFV-YPEL4-HA) tag fused to the N-terminus or C-terminus of the protein coding sequence, respectively. Following the *Ypel4* cDNA, an internal

ribosomal entry site (IRES) and the protein coding sequence for EGFP was used as reporter of gene expression. Lentiviral vectors were produced by the Vector Unit at Lund University as described previously.<sup>1</sup>

### **Cell culture and lentiviral transductions**

Singularized BM cell suspensions were enriched for cKit<sup>+</sup> cells using CD117 MicroBeads and a magnetic-activated cell sorting (MACS) separation column (Miltenyi Biotech, Bergisch Gladbach, Germany) according to manufacturer's instructions. Purified cKit<sup>+</sup> cells were resuspended in StemSpan serum-free expansion medium (SFEM) (Stem Cell Technologies, Vancouver, Canada) supplemented with 1% penicillin/streptomycin (P/S) (Cytiva, Marlborough, MA, USA), 20 ng/mL murine interleukin-3 (mIL-3) (PeproTech, Rocky Hill, NJ, USA), 20 ng/mL human thrombopoietin (hTPO) (PeproTech), 100 ng/mL murine stem cell factor (mSCF) (PeproTech), 2 U/mL human erythropoietin (EPO) (LEO Pharma, Ballerup, Denmark) and 100 nM Dexamethason (Sigma-Aldrich, Saint Louis, MO, USA).

Newly seeded cells were transduced at a multiplicity of infection (MOI) of 7.5 using 5  $\mu$ g/mL polybrene transfecting agent (Merck Millipore, Burlington, MA, USA), incubated for 6 hours at 37°C and 5% CO<sub>2</sub> and transduced a second time with the same MOI before continued incubation overnight. The next day, samples were washed twice with PBS supplemented with 2% fetal bovine serum (FBS) (Thermo Fisher Scientific, Waltham, MA, USA) before transplantation.

### **Co-immunoprecipitation (Co-IP)**

4x10<sup>7</sup> snap-frozen spleen cells were dissolved in ice-cold lysis buffer consisting of PBS, 0.5% Igepal CA-630 (Sigma-Aldrich) and added Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific). Cell remnants and nuclei were removed by centrifugation at 10 000g for 5 minutes and supernatant taken in equal volumes for Co-IP. Anti-HA magnetic beads (Thermo Fisher Scientific) and Anti-FLAG M2 magnetic beads (Sigma-Aldrich) were used for Co-IP according to manufacturer's instructions. The protein complexes were eluted from the beads by resuspension in 2x Laemmli sample buffer (Bio-Rad Laboratories, Hercules, CA, USA) with 5% 2-Mercaptoethanol (Sigma-Aldrich). Samples were boiled for 10 minutes at 95°C, then

separated by sodium dodecyl sulphate (SDS)-polyacrylamide gel electrophoresis (PAGE) for a short time until all samples were 1-2 cm in the gels. Gels were fixed and stained in 1:4:5 v/v of acetic acid: Milli-Q H<sub>2</sub>O: methanol with 0.1% Coomassie Blue R-250 dye (Sigma-Aldrich) for 2 hours in room temperature (RT) before destaining in 1:3:6 v/v of acetic acid: methanol: Milli-Q H<sub>2</sub>O overnight in 4°C. After destaining, each sample was cut out from the gel separately into 1x1 mm<sup>2</sup> cubes and transferred to new tubes, then centrifuged briefly before processing for proteomics analysis.

### **Proteomics sample preparation**

In the presented study we combined in-gel digestion with chemical TMT labeling. The method was adapted from Schmidt et al.<sup>2</sup> with slight modifications. Gel pieces were washed with acetonitrile (ACN) and 200 mM triethylammonium bicarbonate TEAB/ACN (1:1 v/v) until they became colorless. Gel pieces were dried in a speed-vac and re-hydrated in 50 mM TEAB/10 mM dithiothreitol. Samples were incubated in a thermomixer for 50 minutes at 56°C to reduce disulfide bonds. Reduced thiols were blocked by addition of iodoacetamide (final concentration 22.5 mM) and incubation at RT for 30 minutes in the dark. Gel pieces were washed several times in 50 mM TEAB to remove remaining reagents. Washed pieces were dried and rehydrated in 25 mM TEAB. Trypsin was added at a final concentration of 0.02 µg/µl and proteins were digested overnight at 37°C. Tryptic peptides were extracted by washing gel-pieces with 1% formic acid/2% ACN (v/v) followed by 50% ACN in LC-MS grade water. Peptide concentration was estimated using NanoDrop. Supernatant containing tryptic peptides was dried completely. Extracted peptides were dissolved in 50 mM TEAB. TMT labeling using TMT6plex reagents was performed in accordance with manufacturer's protocol. Immediately before use, TMT label reagents were equilibrated to room temperature. Vials containing 0.8 mg of TMT label were dissolved in 41 µL of anhydrous ACN. Dissolved TMT labels were added to the dissolved peptides at the ratio recommended by the supplier. Samples were incubated for 1 hour at 37°C. Reaction was stopped by addition of 5% hydroxylamine to the samples. Samples representing biological replicate and their negative controls were combined, dried completely, re-dissolved in 0.1% TFA and

cleaned-up using C18 micro-spin columns. Desalted samples were dissolved in 4% ACN/0.1% formic acid and 1  $\mu$ g was injected for nanoLC-MS.

### **Liquid Chromatography- Mass Spectrometry (LC-MS) analysis**

MS analyses were carried out on an Orbitrap Fusion Tribrid MS system (Thermo Scientific) equipped with a Proxeon Easy-nLC 1000 (Thermo Fisher) on a 120-minute linear gradient separation followed by synchronous precursor selection MS3 (SPS-MS3) method. Each sample was injected twice. Injected peptides were trapped on an Acclaim PepMap C18 column (3  $\mu$ m particle size, 75  $\mu$ m inner diameter x 20 mm length, nanoViper fitting). After trapping, gradient elution of peptides was performed on an Acclaim PepMap RSLC C18 100 Å column (2  $\mu$ m particle size, 75  $\mu$ m inner diameter x 250 mm length, nanoViper fitting). The mobile phases for LC separation were 0.1% (v/v) formic acid in LC-MS grade water (solvent A) and 0.1% (v/v) formic acid in ACN (solvent B). Peptides were first loaded with a constant flow of solvent A at 9  $\mu$ l/min onto the trapping column. Subsequently, peptides were eluted via the analytical column at a constant flow of 300 nl/min. During the elution step, the percentage of solvent B was increased in a linear fashion from 5% to 10% in 2 minutes, then increased to 25% in 85 minutes and finally to 60% in an additional 20 minutes. The peptides were introduced into the mass spectrometer via a stainless steel nano-bore emitter (150  $\mu$ m OD x 30  $\mu$ m ID; 40 mm length; Thermo Fisher Scientific) and a spray voltage of 2.0 kV was applied. The capillary temperature was set at 275°C.

The mass spectrometer was operated in data-dependent mode. First full MS scan was performed in the Orbitrap in the range of m/z 380 to 1580 and at resolution 120000 FWHM using automatic gain control (AGC) setting 4.0e5 and a maximum ion accumulation time of 50 ms. The top ten most intense ions selected in first MS scan were isolated for ion trap collision-induced dissociation MS2 (CID-MS2) at a precursor isolation window width of 0.7 m/z using AGC setting 1.5e4 and a maximum ion accumulation time of 50ms. The CID energy was set to 35%. Directly following each MS2 experiment, the top ten most intense fragment ions in an m/z range of 400-1200 were selected for high energy collisional-induced dissociation MS3 (HCD-MS3). The MS3 scan range was 100-500 m/z, the fragment ion isolation

width was set to 2 m/z, the AGC was 1.0e5 and the maximum ion time 120 ms. Normalized collision energy was set to 55%.

### **Proteomic data analysis**

MS raw data were processed using Proteome Discoverer (version 2.2; Thermo Scientific). All raw files were processed together in a single run. Enzyme was set to trypsin and a maximum of two missed cleavages were allowed.

Carbamidomethylation was set as a fixed modification; methionine oxidation and acetylation of protein amino-terminus were selected as variable modifications. The derived peak list was searched using the Sequest HT node against the Swissprot mouse database (version 2017.07.05; 25 170 protein entries) together with commonly observed contaminants and reversed sequences for all entries. Precursor and fragment mass tolerance were set to 10 ppm and 0.6 Da, respectively. Unique and razor peptides were used for quantification. The co-isolation threshold was set to 75. A 1% false discovery rate (FDR) was required at both the protein level and the peptide level. Contaminants and reverse hits were excluded. Protein quantification was evaluated based on corrected TMT reporter ion intensities.

## References

- 1 Jaako, P. *et al.* Gene therapy cures the anemia and lethal bone marrow failure in a mouse model of RPS19-deficient Diamond-Blackfan anemia. *Haematologica* **99**, 1792-1798, doi:10.3324/haematol.2014.111195 (2014).
- 2 Schmidt, C. & Urlaub, H. iTRAQ-labeling of in-gel digested proteins for relative quantification. *Methods Mol Biol* **564**, 207-226, doi:10.1007/978-1-60761-157-8\_12 (2009).
- 3 Boehm, J. S. *et al.* Integrative genomic approaches identify IKBKE as a breast cancer oncogene. *Cell* **129**, 1065-1079 (2007).
- 4 Robinson, J. T. *et al.* Integrative genomics viewer. *Nat Biotechnol* **29**, 24-26, doi:10.1038/nbt.1754 (2011).

## **Supplementary Table Legends**

**Supplementary Table S1. RNA-seq of poly- and orthochromatic bone marrow erythroblasts in wild-type and *Ypel4*-null mice.** The spreadsheet contains lists of expressed genes in the different sequenced erythroblast populations as well as information about differentially expressed between wild-type and *Ypel4*-null samples found using DESeq2. Gene symbol, log2 Fold Change (*Ypel4*<sup>-/-</sup> compared to *Ypel4*<sup>+/+</sup>), p value, adjusted p value and -log10 (adjusted p value) are shown in the gene lists.

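Supplementary Table S1 holds the paper's own test of the RNA sequencing, with a part for Poly-E and a part for Ortho-E. Of the 19842 genes in each part, 1997 were available here, so no test was run over the table as a whole. The number 19842 is also the number of genes with a count in at least 1 of the 16 libraries. In the available rows the paper lists 5 genes in each population at an adjusted p of 0.05 or less. Of the available genes, 1976 in each part have a name that points to a single gene of the files. A DESeq2 fit on all 16 libraries in 4 groups, with independent filtering, Cook's filter and outlier replacement off, gave each of these 1976 genes a log2 fold change within 0.001 of the paper's, in both populations.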

**Supplementary Table S2. Proteins detected in quantitative LC-MS analysis after co-immunoprecipitation of YPEL4 tagged by FLAG and HA.** The spreadsheet contains a list of all detected proteins in the proteomic data analysis together with comparable protein abundance measurements from all analyzed samples.

## Supplementary Figure Legends

**Supplementary Figure S1. *Ypel4* transcription is efficiently disrupted in *Ypel4*-null mice and affects red blood cell parameters only.** (A) Representative separation of gel electrophoresis genotype Polymerase Chain Reaction products: a single 406 basepair (bp) band represents a wild-type (+/+) genotype, one 406 and one 292 bp band represents a heterozygous (+/-) genotype and a single 292 bp band represents a homozygous (-/-) genotype. (B) Visual exploration and analysis of the *Ypel4* gene disruption using RNA sequencing of orthochromatic erythroblasts and Integrative Genomics Viewer software<sup>3</sup> (n=4). Peripheral blood analysis of (C) white blood cell count (WBC) (n=13-19) and (D) platelet count (PLT) (n=13-19). Data displayed as average  $\pm$  SEM.

**Supplementary Figure S2. Erythroblast morphology and transcriptomes are unaffected in *Ypel4*-null mice.** (A) Representative light microscopy images of May-Grünwald-Giemsa stained cytopspins of sorted Ter119+ erythroblast subpopulations from wild-type (+/+) or *Ypel4*-null (-/-) bone marrow. Original magnification x1000. (B) Forward scatter area mean fluorescence intensity measurements as approximations of cell size in early Ter119+ subpopulations (n=4). (C) Cell cycle analysis by measurement of total DNA content (Propidium Iodide positivity) in early Ter119+ subpopulations after fixation. (D) Principal Component Analysis of RNA sequenced samples (n=4). Visualization of mapped RNA sequencing reads from *Ypel4*-expressing erythroblast populations to the (E, F) *Gm19426* and (G) *Lrrc8d* gene loci using Integrative Genomics Viewer software (n=4).<sup>4</sup> (H) Spleen weight as percentage of total body weight (n=5). (I) Flow cytometry gating strategy for analysis of extra-medullary erythropoiesis in *Ypel4*-null mouse spleen. (J) Frequencies and (K) total cell numbers of early (CD71+Ter119+) and late (CD71-Ter119+) erythroid cells (n=5). Data displayed as average  $\pm$  SEM, Pro-E: proerythroblast, Baso-E: basophilic erythroblast, Poly-E: polychromatic erythroblast, Ortho-E: orthochromatic erythroblast.

**Supplementary Figure S3. Ter119+ bone marrow and white blood cell count recover normally after transplantation of *Ypel4*-null hematopoietic cells.** (A) Expansion of the Ter119+ erythroid niche in bone marrow (BM) after transplantation

of unfractionated wild-type (+/+) or *Ypel4*-null (-/-) BM cells to lethally irradiated mice at day 8, 11, 14 and 17, as quantified by cell counting and flow cytometry (n=3). Peripheral blood analysis of (B) white blood cell (WBC) and (C) platelet (PLT) count recovery after transplantation, by utilization of a hematology analyzer (n=3). Data displayed as average  $\pm$  SEM, \*P $\leq$ 0.05.

**Supplementary Figure S4. The Band 3 protein is not detected as a binding partner to YPEL4.** (A) Red blood cells (RBC) were subjected to shear stress (10 Pa) using an Automated Rheoscope and Cell Analyzer with single cell resolution. Masking software (See Methods) was used to calculate the area ( $\mu$ M) of the deformed RBC (n=4). (B) RBCs were hemoglobin-depleted using hypotonic lysis. Membrane protein concentrations were measured and equal amounts of protein solubilized and separated by sodium dodecyl sulphate (SDS)-polyacrylamide gel electrophoresis (PAGE). Gels were fixed in ethanol and stained with Coomassie Blue G-250 dye to visualize proteins (n=4). (C) Plasmid maps of the SFFV-FLAG-YPEL4 and SFFV-YPEL4-HA overexpression vectors used for the co-immunoprecipitation (Co-IP) experiments, visualized using SnapGene® software (from Insightful Science; available at [snapgene.com](http://snapgene.com)). (D) Stress erythropoiesis was induced using lethal irradiation followed by transplantation of 10<sup>5</sup> transduced c-Kit+ *Ypel4*-null (-/-) bone marrow (BM) cells to wild-type recipients. At day 16 after transplantation, recipients were sacrificed and primary erythroid cells in spleen recovered, Co-IPs cross-performed on cell lysates and tandem mass tag (TMT) chemical labeling performed to utilize the possibility of quantitative liquid chromatography- mass spectrometry (LC-MS) analysis through synchronous precursor selection (SPS)-MS3 method. (E) Enriched proteins in tagged compared to control Co-IP samples, filtered based on positive enrichment in all biological replicates. Mean imputation was utilized to replace missing values (n=3 for anti-FLAG, n=2 for anti-HA). Data displayed as average  $\pm$  SEM, \*\*P $\leq$ 0.01, \*\*\*P $\leq$ 0.001.

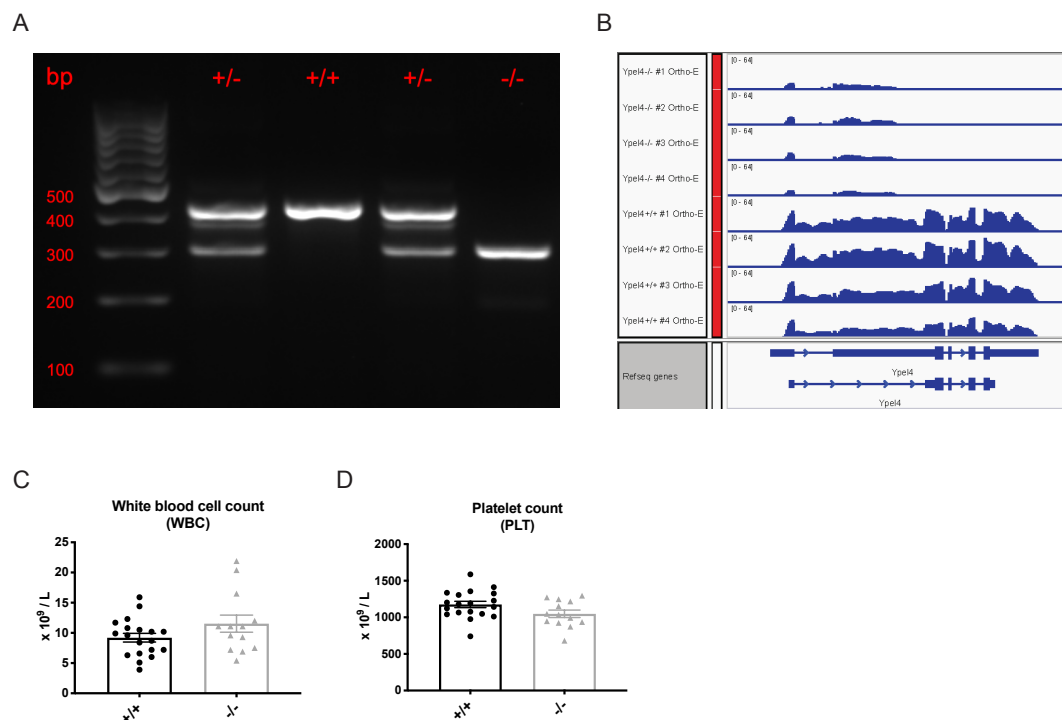

**Supplementary Figure S1. *Ypel4* transcription is efficiently disrupted in *Ypel4*-null mice and affects red blood cell parameters only.**

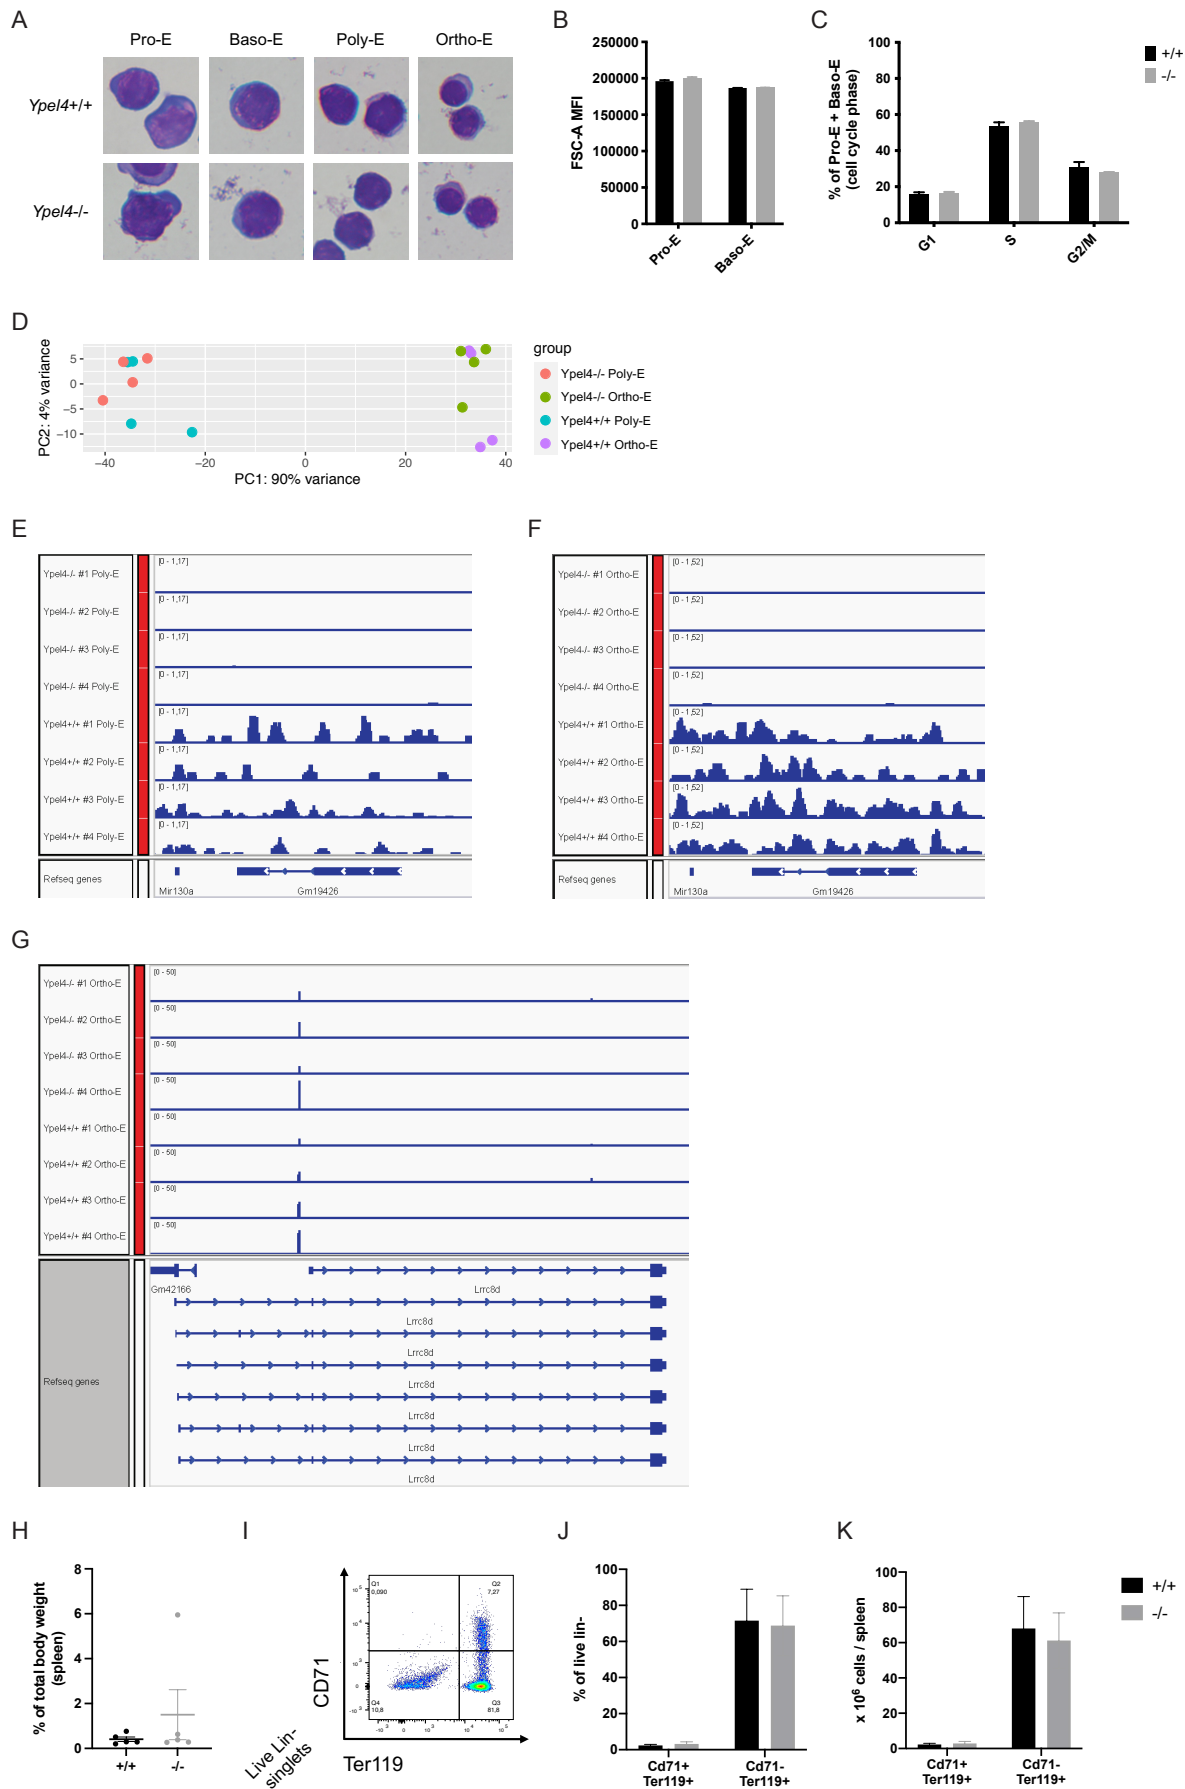

**Supplementary Figure S2. Erythroblast morphology and transcriptomes are unaffected in *Ypel4*-null mice.**

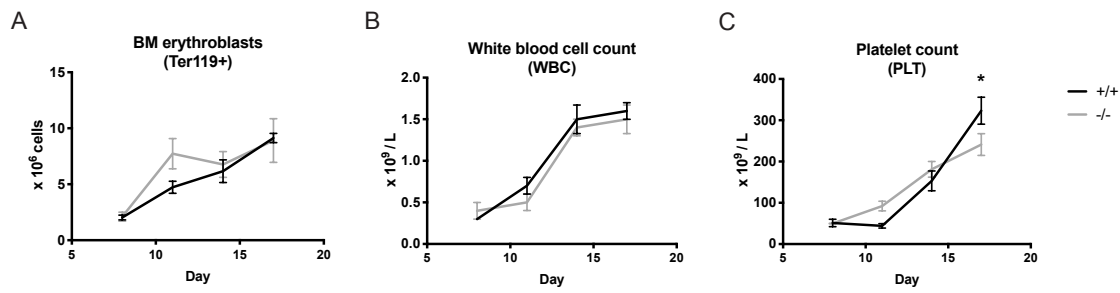

**Supplementary Figure S3. Ter119+ bone marrow and white blood cell count recover normally after transplantation of *Ypel4*-null hematopoietic cells.**

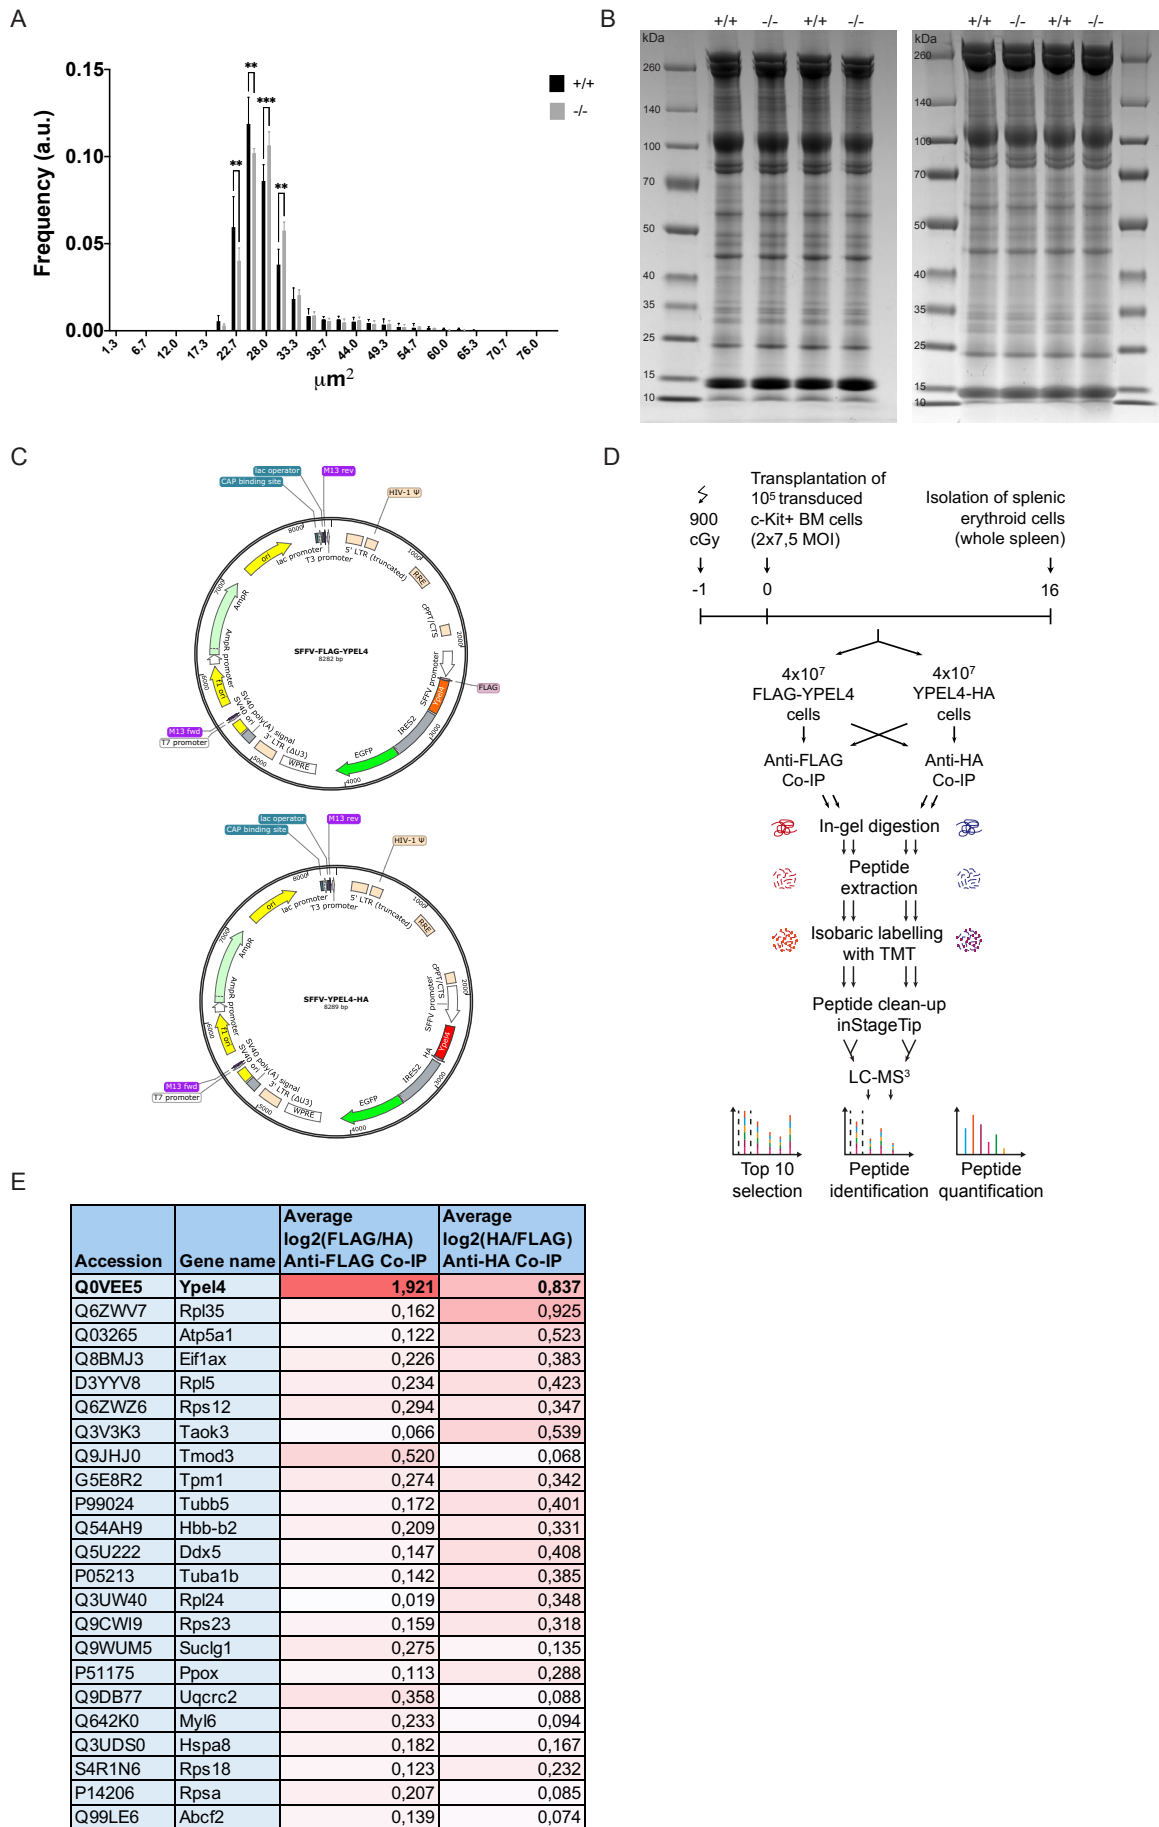

**Supplementary Figure S4. The Band 3 protein is not detected as a binding partner to YPEL4**

How the deposited data were processed for this re-analysis (not part of the article)

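RNA was sequenced from Poly-E and Ortho-E cells of *Ypel4*+/+ and *Ypel4*−/− mice, with 4 libraries in each of the 4 groups. The authors processed the reads with nf-core/rnaseq against GRCm38 and deposited counts per gene from featureCounts 1.6.4. The deposited counts are whole numbers of read pairs on the exons of each gene, not normalized, not strand-specific, and without reads that map to several places or overlap several genes. Each library lists 46078 genes, and 45229 of their identifiers were found in GENCODE M21, 37630 with the same chromosome, start and end. Gene names and positions were taken from the deposited counts, and exons and gene types from GENCODE M21. Groups and replicate numbers were taken from the sample titles, and all 16 libraries were used.

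Depth ranged from 2670173 to 12451234 counts per library. With a floor of 3 counts over a group, a gene with 0 counts in a group gives only a lower bound on a fold. No library was a copy of another. The labels were checked with *Ypel4*, which was lower in each *Ypel4*−/− library than in each *Ypel4*+/+ library of its population, and with *Xist* and genes of the Y chromosome.

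Differential expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (robust, TMM), for genes with a total of at least 10 counts over the libraries of a fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were *Ypel4*−/− against *Ypel4*+/+ within Poly-E and within Ortho-E (8 libraries each), the interaction of genotype and population (16 libraries), and Ortho-E against Poly-E in *Ypel4*+/+ mice (8 libraries). Gene lists were tested with fry of limma 3.58.1 on log2 CPM with a prior count of 2, adjusted over the 5 lists and both populations: other *Ypel* genes, Elk-1 targets, red cell membrane genes, S phase genes, and G2 and M phase genes. Members were matched by gene identifier, because the deposited counts name *Epb41* and *Epb42* by older symbols, *Epb4.1* and *Epb4.2*. The genes within 1 Mb of *Ypel4* were compared with 10000 random runs of as many neighbouring tested genes on other chromosomes. Permutation tests of single genes used log2 of CPM plus 0.5 and all splits of 4 libraries against 4.

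Named genes were chosen by a rule set in advance: genes called in either population, genes the paper names for the RNA sequencing, genes that the paper's Supplementary Table S1 lists with an adjusted p below 1, *Slc4a1* and *Gapdh*, the called, lowest and highest members of each gene list, tested genes within 100 kb of *Ypel4*, and sex-linked genes. The values in that table had been seen when the rule and the window around *Ypel4* were set. Other genes are said to have been chosen after their values were seen.

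Alternatives set before the data were examined were DESeq2 1.42.0 on 8 libraries and on all 16 libraries, DESeq2's size factors in edgeR, filterByExpr and no filter, edgeR on all 16 libraries, the replicate number as a block, globin genes left out, and each library left out in turn. The principal components were repeated with other numbers of genes and another transformation, the gene lists with camera, and the neighbourhood with windows of 100 kb and 5 Mb. A term for replicates 1 and 2 against 3 and 4, the neighbourhood without *Gm19426* and *Mir130a*, and scaling by library totals without TMM for Ortho-E against Poly-E were added after seeing the data.

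Whether replicate numbers pair the libraries was checked from the correlation of deviations from the group means over 8083 genes. Same-numbered *Ypel4*+/+ and *Ypel4*−/− Poly-E libraries had correlations from 0.15 to 0.438, each over 0.1, and were taken as paired. Libraries of different number reached 0.392, and *Ypel4*+/+ replicates 1, 2 and 3 each matched another number more closely, replicates 1 and 2 each other's and replicate 3 that of replicate 4. The correlations thus show replicates 1 and 2 apart from 3 and 4 more than they show single pairs. For *Ypel4*+/+ and *Ypel4*−/− Ortho-E they ranged from −0.05 to 0.163, so they were not. Between Poly-E and Ortho-E the correlations ranged from 0.20 to 0.341 in *Ypel4*+/+ and from 0.053 to 0.296 in *Ypel4*−/− mice. The deposited names of the libraries give both populations of a replicate a shared further number, which is read here as the mouse.

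The differential expression tests were tested on simulated data: counts drawn from the means, library sizes and dispersions of the real libraries, with 200 changed genes. edgeR recovered 67% of the changed genes among 12395 in the Poly-E comparison with 6.9% false calls, 63.5% among 10521 in the Ortho-E comparison with 6.6% false calls, 59% among 11747 in the comparison of populations with 10.6% false calls, and 35.5% among 13318 for the interaction. DESeq2 recovered 62% in the Poly-E and 54.5% in the Ortho-E comparison. fry on the S phase list, the runs of genes near *Ypel4* and the separation in the principal components were each tried on simulated Poly-E counts. With a change put in, each test detected it, and without it, none did. The changes put in were larger than the median changes of the gene lists and of the genes near *Ypel4* in the real data. The simulated libraries also held no difference between groups of replicates. These trials thus do not show that changes of the sizes seen would be detected. Camera was not tried on simulated counts. The qPCR, flow cytometry, blood, serum and proteomics data of the paper were not analysed here.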

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

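All tests of explanations in this part were chosen after the results were seen. Only the window of 1 Mb around *Ypel4* and its alternatives were set before the data were examined, and the values of Supplementary Table S1 had been read by then.

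Genes near *Ypel4* shifted together, which the paper does not report. Of the tested genes within 1 Mb, *Ypel4* left out, 6 of 23 in Poly-E and 6 of 21 in Ortho-E had an unadjusted p under 0.05, and all of these were lower in *Ypel4*−/−. *Clp1*, *Zdhhc5*, *Gm19426* and *Mir130a* were among them in both populations, *2700094K13Rik* and *Serping1* in Poly-E only, and *Med19* and *Calcrl* in Ortho-E only (*Calcrl* was chosen after its values were seen). Random runs of as many genes held 0.497 such genes on average in Poly-E and 0.759 in Ortho-E, and 0 of 10000 runs held as many (permutation test over random runs, one-sided, p = 1e-04 in both, the smallest the runs can give). The median log2 fold change was −0.21 in Poly-E, with 18 of 23 genes lower, and −0.26 in Ortho-E, with 16 of 21 lower. Of the 35 splits of the 8 libraries, only the genotype split gave as many such genes, 1 of 35 in Poly-E and 1 of 35 in Ortho-E, so a chance arrangement of the libraries can be excluded at that level. Single genes failed the adjustment for all genes in edgeR's test without a block, except *Gm19426* in Ortho-E. With the replicate number as a block in Poly-E, where the numbers were taken to pair the libraries, edgeR also called *Clp1* (adjusted p = 0.00838). That fit did not call *Ypel4* itself (adjusted p = 0.284 in edgeR's test), and it called *Usp26*, which was counted in a single *Ypel4*+/+ replicate. Its call of *Clp1* is thus weak support for the shift.

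Several technical explanations of the shift were weighed. Reads running on past the end of *Ypel4*, which is on the + strand, do not reach genes before its start. Of the genes under 0.05, 3 of 6 in Poly-E and 4 of 6 in Ortho-E lie before it, *Zdhhc5* and *Clp1* in both, which argues against this explanation for those genes. For *Gm19426*, *Mir130a* and *Serping1*, which lie after it, the position leaves it open. Without *Gm19426* and *Mir130a*, 4 of 21 genes in Poly-E and 4 of 19 in Ortho-E remained under 0.05 (permutation test over random runs, p = 0.0023 and p = 0.0068). DNA of another strain carried along with the allele cannot be told apart from an effect of the inserted cassette, because only 10 tested genes in Poly-E and 4 in Ortho-E lie between 1 and 5 Mb away, of which 0 and 1 had a p under 0.05. An effect of the inserted allele on its neighbours stays open as well and was not tested.

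In 5 of 76 groups of 4 libraries, 1 library lay far from the others: its gap to the nearest library, divided by the range of the group, was above the critical value of Dixon's test for 4 values. Chance alone gives about 5% of groups, or 3.8 of 76, so the 5 seen are within 2 times what chance gives, and no pattern is drawn from them. They were total counts in *Ypel4*−/− Poly-E, *Mef2d* in *Ypel4*+/+ Poly-E, *Zdhhc5* in *Ypel4*−/− Ortho-E, and *En2* in *Ypel4*−/− Poly-E and *Ypel4*−/− Ortho-E. For total counts, replicate 4 of *Ypel4*−/− Poly-E had 12451234 against 3235398 to 4666543 in the others (ratio 0.845), a difference in depth. *Mef2d* in *Ypel4*+/+ Poly-E replicate 1 was at 3.93 log2 CPM against 4.36 to 4.40 (ratio 0.923), and its log2 fold change went from −0.01 to −0.09 without that library, with an adjusted p of 1 in edgeR's test both times. *Zdhhc5* in *Ypel4*−/− Ortho-E replicate 4 was at 6.16 log2 CPM against 6.41 to 6.42 (ratio 0.971), and its log2 fold change went from −0.45 to −0.39 without it, with an adjusted p of 1. No biological explanation of these was tested.

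*En2* was lowest in replicate 1 of both *Ypel4*−/− groups, at −0.82 log2 CPM against 1.39 to 1.81 in Poly-E (ratio 0.842) and at 3.46 against 3.88 to 3.92 in Ortho-E (ratio 0.906). RNA from a *Ypel4*+/+ library would lower *En2* and raise *Ypel4*. *Ypel4* was instead lowest in these libraries, at 56.8% of the mean of the other 3 in Poly-E and at 87.3% in Ortho-E, which argues against it. Library size is argued against in Poly-E, where replicate 2 had fewer counts in all and 8 *En2* counts against 1. Chance over the 76 groups stays open, as does lower output of the trapped allele in that mouse, for which no test was run.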

How the results depend on the processing

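The alternatives were set before the data were examined, except the term for replicates 1 and 2 against 3 and 4, the neighbourhood without *Gm19426* and *Mir130a*, and scaling by library totals. The counts of other splits of the libraries were chosen after the results were seen.

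In Poly-E edgeR called 1 gene between the genotypes. The count was 2 with DESeq2 on 8 libraries, 5 with DESeq2 on all 16 libraries without filters, 4 without a count filter, 3 with edgeR on all 16 libraries, 4 with the replicate number as a block, and 3 with the added term for replicates 1 and 2 against 3 and 4. It was 1 with RLE normalization, filterByExpr or globin genes left out. With each library left out in turn it was 1 to 2, the 2 arising without *Ypel4*−/− replicate 1, when *En2* was also called. In Ortho-E edgeR called 3 genes. The count was 5 with DESeq2 on all 16 libraries without filters, 5 without a count filter, 13 with the replicate number as a block, and 3 to 4 under the other settings and with each library left out in turn, the 4 among the latter arising without *Ypel4*+/+ replicate 2, when *Nrros* was also called (chosen after its values were seen). The causes were not tested.

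Of the 35 splits of the Poly-E libraries, 3 gave at least 1 call, and of the 35 splits of the Ortho-E libraries, 6 gave at least 3, so chance cannot be excluded for the counts of calls as such. In both populations replicates 1 and 2 against 3 and 4 gave more calls than the genotype, 1501 in Poly-E and 104 in Ortho-E. Among the 8 splits that part all 4 pairs of equal number, as the genotype does, only the genotype gave as many calls in either population.

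For the interaction, edgeR called 0 of 13318 genes, with 363 (2.73%) at an unadjusted p under 0.05. DESeq2 called 1, *Lrrc8d* (adjusted p = 0.00356), the block called 1, *Ypel4*, and leaving out each library gave 0 to 1, the 1 being *Lrrc8d* without *Ypel4*+/+ Ortho-E replicate 1. The cause was not tested. With 0 calls, all 100 splits drawn gave at least as many. Between Ortho-E and Poly-E of *Ypel4*+/+ mice edgeR called 6874 genes, 5828 to 7145 under the alternatives set in advance and 8304 with scaling by library totals. Only 1 of 35 splits, the real one, gave as many, so chance can be excluded there.

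Among 5 gene lists in 2 populations, 0 were called by fry with all libraries, with a library left out, or with the replicate number as a block, and 0 by camera with an estimated correlation. Camera with the preset correlation of 0.01 called G2 and M phase lower in *Ypel4*−/− Poly-E (adjusted p = 0.0145) and Ortho-E (adjusted p = 0.000869), and red cell membrane lower in *Ypel4*−/− Poly-E (adjusted p = 0.0476). None of these 3 calls held under fry or the estimated correlation. fry's test without direction, with the block, gave G2 and M phase in Ortho-E an adjusted p of 0.0395, against 1 without the block. With 0 lists at an unadjusted p under 0.05, all 35 splits gave at least as many in Poly-E, and all 35 in Ortho-E. The genotype separation in the principal components stayed above 0.05 under its alternatives, with p between 0.171 and 0.686. The number of genes near *Ypel4* at an unadjusted p under 0.05 stayed between 5 and 8 under the alternatives set in advance, and was 4 in each population without *Gm19426* and *Mir130a*.

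For single named genes, 1587 values were computed under alternatives, and 1561 of them kept their side of the threshold. Among genes called under neither setting, the sign changed in 73 of these values, and no direction is drawn for them. In 25 values a gene not called in edgeR's test was called, among them *En2*, *Gm19426*, *Clp1* and *Zdhhc5* in Poly-E, and *Lrrc8d*, *Zdhhc5*, *Mef2d* and *Syt14* in Ortho-E. In 1 value a called gene was not called, *Ypel4* in Poly-E with the replicate number as a block (log2 fold change −5.19, adjusted p = 0.284). No called gene changed its sign.

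The block in Poly-E, where the numbers were taken to pair the libraries, changed the count of calls and the calls named above. For Ortho-E cells of the 2 genotypes the numbers do not pair the libraries (correlations from −0.05 to 0.163), and the 13 calls with the block are given for completeness. For the populations of *Ypel4*+/+ mice the block gave 7145 calls. It changed no other call of a gene list, taking direction into account, or of the neighbourhood.

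Depth limits genes with few counts. On simulated counts, 2-fold changes of genes under a mean of 50 counts were recovered in 26.9% of cases in Poly-E and 25.4% in Ortho-E, and for the interaction 55.9% of 2-fold changes were recovered even at 50 counts or more.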

Differences from the paper's values

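Of the paper's Supplementary Table S1, 1997 of 19842 genes were available here for each population, and the paper's numbers below are counts over these alone. For Poly-E they hold 5 genes at an adjusted p of 0.05 or less, and edgeR called 1 over all genes it tested. Of the alternatives set before the data were examined, DESeq2 on all 16 libraries without filters (5 genes), edgeR without a count filter (4) and edgeR with the replicate number as a block (4) came within 1.5 times that number. DESeq2 on 8 libraries, RLE normalization, filterByExpr, edgeR on all 16 libraries, globin genes left out and the leave-one-out fits did not. For Ortho-E, the available part also holds 5 such genes, and edgeR called 3. DESeq2 on 8 libraries (4 genes), DESeq2 on all 16 libraries without filters (5), edgeR without a count filter (5) and edgeR without *Ypel4*+/+ replicate 2 (4) came within 1.5 times, while RLE normalization, filterByExpr, edgeR on all 16 libraries, the replicate block (13), globin genes left out and the other leave-one-out fits did not. These margins compare numbers of calls, not the genes called. In Poly-E the replicate block called *Clp1*, *En2*, *Hist1h2bg* and *Usp26*, but not *Ypel4*. DESeq2 on all 16 libraries without filters called the same 5 genes as the paper in each population.

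The paper states that 3 genes beyond *Ypel4* and *En2* differed in either population. The available part of its table lists 3 such genes in each population, which are 4 different genes: *Clp1*, *Gm19426*, *Lrrc8d* and *Zdhhc5*. The genes of its table that edgeR did not call were called elsewhere as follows. *En2* in Poly-E was called by DESeq2 on 8 and on 16 libraries, and by edgeR without a count filter, on all 16 libraries, with the block and without *Ypel4*−/− replicate 1. *Clp1* in Poly-E was called by DESeq2 on 16 libraries and by edgeR with the block. *Gm19426* in Poly-E was called by DESeq2 on 16 libraries, and by edgeR without a count filter and on all 16 libraries. *Zdhhc5* was called by DESeq2 on 16 libraries in both populations, and by the block in Ortho-E. *Lrrc8d* in Ortho-E was called by DESeq2 on 8 and on 16 libraries and by the block. The added term for replicates 1 and 2 against 3 and 4, chosen after seeing the values, called 3 genes in Poly-E, *Ypel4*, *En2* and *Clp1*, which drops 2 of these 5, and 4 genes in Ortho-E, which drops 2 of these 5, *Lrrc8d* and *Zdhhc5*.

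The log2 fold changes of the genes in that table with an adjusted p below 1 differed from the paper's by no more than the replicate SD, or, for *En2* and *Gm19426*, whose fitted fold changes depend on a prior count, gave lower bounds that the paper's values lie beyond. The shares of variance of both components, 87.1% and 4.10%, were within 1.5 times the 90% and 4% printed in Supplementary Figure S2D. With 100 genes the second component held 8% and with all tested genes 6.03%, beyond that margin.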

Other observations

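Of the tests in this part, those of library size, gene length, GC content and abundant genes for the replicate numbers were set out before their results were seen, and the removal of trends and all other tests of explanations were chosen after the results were seen.

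The paper measured *Ypel4* over differentiation by qPCR. In the RNA sequencing of *Ypel4*+/+ mice, *Ypel4* was higher in Ortho-E than in Poly-E by 3.14 on the log2 scale (standard error 0.14, adjusted p = 1.13e-15 from edgeR's quasi-likelihood test), with each of 4 Ortho-E libraries above each Poly-E library. *Ypel3* was higher by 3.21 (adjusted p = 1.2e-15 from edgeR) and *Ypel5* by 2.37 (adjusted p = 2.46e-12 from edgeR). *Gapdh* fell by 1.26 (adjusted p = 3.1e-05 from edgeR). In *Ypel4*−/− mice the remaining *Ypel4* counts were higher in Ortho-E by 3.86 (standard error 0.18, adjusted p = 6.97e-15 from edgeR). The sizes of these changes depend on the scaling between the populations. TMM factors were 1.49 to 1.73 in Poly-E and 0.587 to 0.665 in Ortho-E libraries, while CPM given elsewhere are scaled within a population. With scaling by library totals alone, chosen after the result was seen, the log2 fold changes were 1.87 for *Ypel4*, 1.93 for *Ypel3*, 1.09 for *Ypel5* and −2.54 for *Gapdh* in *Ypel4*+/+, and 2.45 for *Ypel4* in *Ypel4*−/− mice. Their directions were the same, and the counts do not show which scaling is right. The paper did not detect *Ypel4* mRNA in null cells by qPCR, while 595 counts in *Ypel4*−/− Poly-E and 2763 in *Ypel4*−/− Ortho-E were assigned to the gene. Where on the gene these reads lie was not analysed here.

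*Slc4a1*, which encodes Band 3, was at 24870 ± 1395 CPM (SD, n = 4) in *Ypel4*+/+ and 23460 ± 1360 CPM (SD, n = 4) in *Ypel4*−/− Poly-E, and at 31090 ± 2155 and 31490 ± 1806 CPM (SD, n = 4 each) in Ortho-E, with log2 fold changes of −0.08 and 0.02 and adjusted p of 1 and 0.995 in edgeR's test. The red cell membrane list had an adjusted p of 0.713 in Poly-E (fry, limma, down, 1 of 22 genes higher, median log2 fold change −0.08) and of 0.855 in Ortho-E (down, 9 of 22 higher, median −0.03). S phase genes had 0.855 and 0.881 (up in both, medians 0.04 and 0.01), and G2 and M phase genes 0.855 and 0.713 (down in both, medians −0.07 and −0.14, with 7 and 10 of 51 genes higher).

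*En2* was counted only in *Ypel4*−/− libraries, where the remaining *Ypel4* counts also lie. *En2* had 8.91% as many counts as *Ypel4* in *Ypel4*−/− Poly-E and 10.3% in *Ypel4*−/− Ortho-E. The ratio of the pooled counts changed 1.15-fold while *En2* rose by 4.06 on the log2 scale with TMM and by 2.67 with library totals. In single Poly-E libraries the ratio ranged from 1.54%, in replicate 1 with 1 *En2* count, to 10.5%, and in Ortho-E from 8.76% to 10.8%. A candidate explanation is that both are read from a single transcript of the trapped allele. A pooled ratio that changed 2-fold or more would have argued against it, and the spread among the Poly-E libraries leaves it open. *Gm19426* was counted only in *Ypel4*+/+ libraries, and the ratio of its pooled counts to those of *Ypel4* changed 1.26-fold between the populations. In single libraries the ratio ranged from 0.0695% to 0.226% in Poly-E, where 25 counts make up the total, and from 0.107% to 0.199% in Ortho-E. The pooled ratio fits reads running on past the end of *Ypel4*, which the counting without strand would assign to *Gm19426*. A shared regulation of both genes would give the same ratio and stays open.

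*Lrrc8d* was high in 3 of 4 *Ypel4*+/+ Ortho-E libraries. RNA from another library of the series is argued against, since the highest level in the other 12 libraries was 3.81 CPM against 36.6 to 119. Library size is argued against, since replicate 2, with the fewest counts of the group, had 65.4 times the CPM of replicate 1. Reads shared with another *Lrrc8* gene are argued against, since *Lrrc8a* and *Lrrc8c*, with 26 and 168 counts in the group, varied at most 3.26-fold and in another order. *Lrrc8b* had 14 counts in replicates 3 and 4 and 0 in replicates 1 and 2, at most 1.33 CPM. A difference between mice or in the sorted cells stays open and was not tested.

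Some genes were on in some mice and off in others, or varied widely between mice, within a genotype. They were chosen after their values were seen. *Slc15a2* had 0 counts in *Ypel4*+/+ replicates 1 and 2 of both populations and 1 and 2 counts in *Ypel4*−/− replicate 1, but 180 to 558 CPM in the other 5 mice in Ortho-E. *Usp26* was counted only in *Ypel4*+/+ replicate 1, *Gm9522* was at 0 only in *Ypel4*+/+ replicate 2, and *Cdk5rap1* varied without being clearly on or off, from 0 to 129 CPM in *Ypel4*+/+ Ortho-E and from 0.639 to 64.9 CPM in *Ypel4*−/− Ortho-E. None of these differed by genotype in edgeR's test (adjusted p of 0.995 or 1), although *Usp26* was called with the replicate block in Poly-E. To test whether 1 mouse gave both libraries of a replicate number, the 50 genes with the widest range in Poly-E were followed in Ortho-E. Their correlation across the populations was 0.762, and of 576 reorderings of the numbers within genotype only the deposited one reached it (permutation test, p = 0.0017, the smallest these allow). The next largest correlation was 0.724. The deposited numbering thus ranked first by a small margin, which fits each number standing for a mouse. Variants that differ between the mice may cause such patterns, which was not tested.

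Replicates 1 and 2 differed from replicates 3 and 4 in Poly-E, with 1501 of 12395 genes called in edgeR's test. Depth also differed, from 3235398 to 3995941 counts against 4666543 to 12451234. With each library thinned to the smallest, 1180 genes were called, which argues against library size as the whole cause. Without the 10 most abundant genes, which took 12.4% of the counts, 1495 were called. The fold change followed gene length with a Spearman correlation of 0.0585 across genes, and 9 of 35 splits followed it as closely. It followed GC content with 0.22, and 2 of 35 splits followed it as closely, the other at 0.231. Genes are not independent replicates, and these values only rank the splits. With a smooth trend on length or on GC content taken out of each library, 1451 and 1247 genes were called. These values argue against each of these as the whole cause, and GC content may account for part of the difference. Litter, age, day of sorting and library batch stay open, since the paper's text names none of them for these libraries. Both groups of replicates hold 2 libraries of each genotype.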
